# Maternally Inherited Differences within Mitochondrial Complex I Control Murine Healthspan

**DOI:** 10.3390/genes10070532

**Published:** 2019-07-13

**Authors:** Misa Hirose, Paul Schilf, Kim Zarse, Hauke Busch, Georg Fuellen, Olaf Jöhren, Rüdiger Köhling, Inke R. König, Barbara Richer, Jan Rupp, Markus Schwaninger, Karsten Seeger, Christian Sina, Michael Ristow, Saleh M. Ibrahim

**Keywords:** Conplastic mouse strains, mitochondrially encoded complex I, mitochondrial DNA (mtDNA), lifespan, *mt-Nd2*, healthspan, glucose metabolism, mice

## Abstract

Mitochondrial complex I—the largest enzyme complex of the mitochondrial oxidative phosphorylation machinery—has been proposed to contribute to a variety of age-related pathological alterations as well as longevity. The enzyme complex-consisting proteins are encoded by both nuclear (nDNA) and mitochondrial DNA (mtDNA). While some association studies of mtDNA encoded complex I genes and lifespan in humans have been reported, experimental evidence and the functional consequence of such variants is limited to studies using invertebrate models. Here, we present experimental evidence that a homoplasmic mutation in the mitochondrially encoded complex I gene *mt-Nd2* modulates lifespan by altering cellular tryptophan levels and, consequently, ageing-related pathways in mice. A conplastic mouse strain carrying a mutation at m.4738C > A in *mt-Nd2* lived slightly, but significantly, shorter than the controls did. The same mutation led to a higher susceptibility to glucose intolerance induced by high-fat diet feeding. These phenotypes were not observed in mice carrying a mutation in another mtDNA encoded complex I gene, *mt-Nd5*, suggesting the functional relevance of particular mutations in complex I to ageing and age-related diseases.

## 1. Introduction

Mitochondrial DNA encode genes for two ribosomal RNAs and the 22 transfer RNAs, as well as the 13 proteins of mitochondrial respiratory process, i.e., oxidative phosphorylation (OXPHOS) complexes [1,2]. Of the five enzyme complexes of the mitochondrial respiratory process, OXPHOS complex I (NADH:ubiquinone oxidoreductase) is the largest enzyme, and is crucial for cellular metabolism by oxidising NADH (nicotinamide adenine dinucleotide, reduced) and regenerating the NAD^+^ (nicotinamide adenine dinucleotide, oxidised) pool in the mitochondrial matrix [3]. A deficiency in complex I, caused by either the nuclear encoded genome or mitochondrial genome (mtDNA), is reportedly associated with mitochondrial disorders both in children and adults, including Leigh syndrome, cardiomyopathy and encephalomyopathies [4,5].

In addition, the link between mutations in complex I and ageing has been shown in a number of studies using different model systems. Mutations in genes encoding subunits of complex I reportedly increase reactive oxygen species (ROS) levels and extend lifespan in worms and flies by independent mechanisms [6,7]. *Nuo-6* (qm200) worms, carrying a mutation in a conserved subunit of complex I, exhibit an extended lifespan by reducing oxygen consumption and decreasing complex I activities [6]. Flies with a knocked down expression of NDUFS1 (NADH: ubiquinone oxidoreductase core subunit S1), a component of complex I, exhibited a longer lifespan via an increased mitochondrial unfolding protein response and the repression of insulin signalling [7]. Other studies showed that the stability of complex I is a critical factor for the extension of lifespan of mice [8] and worms [9]. In these two studies, opposite theories are suggested. The former indicates that the instability of complex I results in reduced ROS production, which extends the lifespan in mice [8], while the latter shows that the destabilisation of the complex leads to a shortened lifespan in worms [9]. In addition, a recent study demonstrated that increased ROS production, specifically from complex I reverse electron transport, extends lifespan in flies [10].

Apart from studies of nuclear genome encoded complex I genes, mtDNA encoded complex I genes are also reportedly involved in ageing, and this is supported by several studies exhibiting an association between mitochondrial DNA polymorphisms and lifespan in different ethnic populations. These include the A variation at m.5178 in the ND2 gene (*MT-ND2*) accumulating in Japanese centenarians [11], and the A variation at m.9055 in the ATP6 gene (*MT-ATP6*) in French Caucasian centenarians [12]. More recently, a gene-wise analysis of mtDNA in a Turkish population over 90 years of age revealed that nonsynonymous mutations in complex I genes were enriched [13]. Interestingly, most of these variants exhibit protective effects against ageing and age-related diseases, such as reduced lipid levels (anti-atherogenic) [14] and protection from Parkinson’s disease [15]. In addition, variations in mtDNA encoded complex I genes are reportedly associated with age-related diseases, such as metabolic diseases (e.g., type 2 diabetes [16]) and neurodegenerative disorders (e.g., Alzheimer’s disease [17] and Parkinson’s disease [15]), in humans.

Previous studies using model organisms reveal that mutations in mtDNA encoded complex I genes controlled lifespan in worms [18] and fruit flies [19], while no studies have been conducted in mammalian models to date.

Therefore, we evaluated the impact of mtDNA encoded complex I genes on ageing in mice using conplastic mouse strains carrying different single point homoplasmic mutations in complex I genes on the same nuclear background of *C57BL/6J*, i.e., *C57BL/6J-mt^ALR/LtJ^* (B6-mt^ALR^) and *C57BL/6J-mt^BPL/1J^* (B6-mt^BPL^) [20]. The former carries a homoplasmic mutation in mtDNA encoded NADH dehydrogenase subunit 2 gene (*mt-Nd2*), and the latter has a homoplasmic mutation in the mtDNA encoded NADH dehydrogenase subunit 5 gene (*mt-Nd5*). We specifically selected these conplastic strains to compare because they differ only in complex I genes (Table S1).

## 2. Materials and Methods

### 2.1. Mice and Husbandry

Conplastic mouse strains *C57BL/6J-mt^ALR/LtJ^* and *C57BL/6J-mt^BPL/1J^* were previously generated [20]. *C57BL/6J-mt^ALR/LtJ^* and *C57BL/6J-mt^BPL/1J^* with a backcross of 13 to 18 (*C57BL/6J-mt^ALR/LtJ^*) and 17 to 19 (*C57BL/6J-mt^BPL/1J^*) generations were used for the survival study. To genotype nuclear genome of both *C57BL/6J-mt^ALR/LtJ^* and *C57BL/6J-mt^BPL/1J^* we used the MegaMUGA Mouse Universal Genotyping Array (77,808 SNPs) as described in Supplementary Materials, and greater than 99.9% of SNPs were identical to those of *C57BL/6J* (Table S2).

Mice had *ad libitum* access to filtered water and autoclaved pellet diet (Altromin, Eastern-Westphalia/Lippe, Germany). The animal facility was maintained at 21 °C on a 12 h light–12 h dark cycle. Mice were allocated into two study groups: longitudinal study group to evaluate lifespan, and cross-sectional study group to evaluate the mice at different ages.

For the high fat diet feeding experiment, eight female mice of *C57BL/6J-mt^ALR/LtJ^* and *C57BL/6J-mt^BPL/1J^* at four weeks of age were fed a high fat diet (EF D12492 (I) 60 kJ% fat, Ssniff, Soest, Germany), while three age- and sex-matched mice of each strain were fed a control diet (EF D12450B mod. LS 13 kJ% fat, Ssniff) over eight weeks.

Animal use and all protocols used in this study were approved by local authorities of the Animal Care and Use Committee (V242-7224. 122-5, and 5-1/16, Kiel, Germany) and performed in accordance with the relevant guidelines and regulations by certified personnel.

### 2.2. Lifespan Study and Determining Age at Death

Eighty-two female *C57BL/6J-mt^ALR/LtJ^*, 82 female *C57BL/6J-mt^BPL/1J^*, 99 male *C57BL/6J-mt^ALR/LtJ^* and 94 male *C57BL/6J-mt^BPL/1J^* were used to evaluate their lifespan, assuring a statistical power to detect a 10% difference in lifespan at a significance level of 0.05 and a power of 0.8 using G*Power [21].

### 2.3. Female Sexual Maturity

Vaginal patency was evaluated as previously described [22].

### 2.4. Plasma IGF-1 Levels

Plasma IGF-1 levels were measured by a commercially available ELISA kit (Mouse/Rat IGF-1 Quantikine ELISA Kit, R&S Systems, Wiesbaden-Nordenstadt, Germany), according to the manufacturer’s protocol.

### 2.5. Statistical Analysis

Survival curves were estimated using the Kaplan–Meier method, and median lifespans with 95% confidence intervals were calculated. The differences of longevity between the strains were analysed using the log-rank method, as sensitivity analysis, Peto and Peto modification of the Gehan test. The R package survival in R version 3.5 was utilized for this [23]. Assuming that a most pronounced effect is visible in female mice and our previous studies demonstrating the impact of mtDNA variants on lifespan is more prominent in females [24], the difference between strains in females was tested first. In a hierarchical way, difference between strains in males and in the sex-combined samples was tested for significance only in case that the previous test was significant at a significance level of 0.05.

Differences in glucose between strains and across time points were compared using a nonparametric analysis of variance for repeated in measures using the package nparLD in R, version 3.5. The effect of strain and age on IGF-1 was investigated in a linear regression model.

Statistical analyses for other functional studies were performed using GraphPad Prism (GraphPad Software, San Diego, CA, USA), and statistical tests used for analysis are indicated in the figure legends.

Statistical tests were performed only for descriptive purposes and descriptive *p*-values are reported.

## 3. Results

### 3.1. A Mutation in the mt-Nd2 Gene Results in a Shorter Lifespan in Mice

First, to evaluate the impact of mutations in complex I genes on lifespan in mice, we performed a longevity study using a large cohort of the two conplastic mouse strains carrying a mutation in *mt-Nd2* (B6-mt^ALR^) and *mt-Nd5* and (B6-mt^BPL^). The female B6-mt^ALR^ mice lived approximately 60 days shorter than the B6-mt^BPL^ mice did (median survival: 829 days in B6-mt^BPL^ and 772 days in B6-mt^ALR^; *p* = 0.0400, log-rank test; Figure 1A and Table S3), while this significant difference was not observed in males or a sex-mixed analysis (*p* = 0.4923, and *p* = 0.1532, respectively; Figure 1B,C). In both strains, the incidence of spontaneous age-related diseases (i.e., tumours, ulcerative dermatitis and arthritis, Figure S1A) and the ageing score (Figure S1B) were comparable. The days of vaginal patency and plasma IGF-1 levels in differently aged females showed no difference between the strains (Figure S1C,D).

### 3.2. The mt-Nd2 Mutant Mice Exhibited Mitochondrial Functional Differences under Stress Conditions

Next, we investigated the functional consequence of the *mt-Nd2* variant in the liver mitochondria obtained from the two conplastic mouse strains. Because a significant effect on lifespan was observed only in female mice, only female mice were used in the mitochondrial functional study exclusively. The mitochondrial OXPHOS complex activities values were normalised to the individual values of the citrate synthase (CS) activities. No difference was observed in the levels of the OXPHOS complex enzyme activities (values normalized with CS) between the B6-mt^BPL^ and B6-mt^ALR^ mice in both age groups, except that there was an age-dependent increase in complex III activity levels in both strains (descriptive *p* = 0.0011, young B6-mt^ALR^ vs. aged B6-mt^ALR^; descriptive *p* = 0.0004, young B6-mt^BPL^ vs. aged B6-mt^BPL^; one-way ANOVA, Figure 2A). A Western blot analysis of the liver and heart proteins prepared from the young (3–4 months of age) and aged (18–22 months of age) mice revealed unaltered levels of the OXPHOS complex subunit proteins between the strains in both age groups (Figure 2B,C). The protein levels of three other subunits of mitochondrial complex I protein levels were also evaluated, and no differences were observed between the strains regardless their age group (Figure 2C, right panel).

Primary skin fibroblasts were isolated from the B6-mt^BPL^ and B6-mt^ALR^ mice, and skin fibroblasts cell lines (B6-mt^BPL^ and B6-mt^ALR^) were generated from these primary fibroblasts. Each cell line carried the distinct mtDNA mutations as those in parental mouse strain (Table S1). A cellular flux analysis of the conplastic fibroblast cell lines demonstrated that the levels of maximal respiration and the spare capacity in B6-mt^ALR^ fibroblasts exhibited a decreasing trend compared to those in the B6-mt^BPL^ fibroblasts (Figure 2D).

Next, primary lymphocytes were isolated from the B6-mt^BPL^ and B6-mt^ALR^ mice, and the mitochondrial superoxide levels were measured by flow cytometry using MitoSOX at the basal (i.e., immediately after the preparation) and immunologically activated (i.e., 24 h after culturing with anti-CD3/anti-CD28 antibodies) status. The activated cells from the B6-mt^ALR^ mice produced less mitochondrial superoxide than did those from B6-mt^BPL^ mice (descriptive *p* < 0.0001, two-way ANOVA; Figure 2E, left). The fold change of increase for superoxide production was lower in the B6-mt^ALR^ lymphocytes than that in the B6-mt^BPL^ cells (descriptive *p* = 0.0005, *t*-test; Figure 2E, right). The mitochondrial membrane potential (MMP) was measured using the same batch of primary lymphocytes used for the superoxide assay. The MMP was increased by the activation, while no difference in the levels of MMP was observed between the strains (descriptive *p* = 0.1457, two-way ANOVA; Figure 2F, left). When the fold change of the MMP levels upon the activation was compared, the B6-mt^ALR^ primary lymphocytes were less abundant than were the B6-mt^BPL^ lymphocytes (descriptive *p* = 0.0445, *t*-test; Figure 2F, right).

### 3.3. Higher Levels of Tryptophan Were Observed in the Cells Carrying the mt-Nd2 Mutation

Regeneration of NAD^+^ is one of the critical functions of mitochondrial complex I. To evaluate whether mutations in complex I affect this function, we determined the NAD^+^ and NADH levels in the liver tissues obtained from the B6-mt^BPL^ and B6-mt^ALR^ female mice. No difference was observed in the NAD^+^/NADH ratio between the strains (Figure 3A, Figure S2A). To also obtain insights into the biosynthetic pathways leading to NAD^+^, the levels of tryptophan—an essential amino acid that is degraded into NAD^+^ [25]—was determined by NMR in the skin fibroblast conplastic cell lines carrying the *mt-Nd5* mutation or the *mt-Nd2* mutation (Figure 3B). The levels of tryptophan in the cells carrying the *mt-Nd2* mutation were identified to be higher than those in *mt-Nd5* mutant cells (descriptive *p* = 0.0295, *t*-test; Figure 3B,C), suggesting the m.4738C>A mutation may have an impact on tryptophan metabolism, without altering NAD^+^ levels.

### 3.4. Ageing-Related Pathways and Mitochondrial Functional Pathways Are Altered in mt-Nd2 Mutant Mice

Next, we performed RNA-seq on the liver-isolated RNA obtained from the female B6-mt^BPL^ and B6-mt^ALR^ mice at the age of 3 to 4 months to elucidate the pathways involved in the *mt-Nd2*-related phenotypes. 

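The RNA-seq covered the livers of 11 female mice, 1 library per mouse. Of the 7 B6-mt ALR mice, replicates 4 to 7 were 3 months and replicates 1 to 3 were 5 months of age. Of the 4 B6-mt BPL mice, replicates 1 and 2 were 3 months and replicates 3 and 4 were 4 months of age. Both strains are conplastic, which means that they combine the mtDNA of another inbred strain with the nuclear genome of C57BL/6J. The 8 mice of 3 to 4 months, 4 per strain, were taken as the mice of Figure 4 from the age and number stated there, and the 3 B6-mt ALR mice of 5 months entered additional comparisons only. The authors pseudo-aligned the reads to mouse transcripts with kallisto and deposited, for each transcript and mouse, an estimated count, which is not normalised, and a TPM value, which is scaled for length and library size. The estimated counts were summed per Ensembl gene and rounded to whole numbers, and the TPM values were not used in any test. The total estimated count ranged from 18145815 to 25074045 in the 4 B6-mt ALR mice of 3 months (median 21834612) and from 23933673 to 24860033 in the 4 B6-mt BPL mice (median 24444990). These totals did not differ between the strains (exact permutation test, two-sided, p = 0.143, n = 4 per strain). The strains were compared with the quasi-likelihood test of edgeR after TMM normalisation, with age in months as a covariate and Benjamini-Hochberg adjustment. All B6-mt ALR mice in this comparison were 3 months of age, so that the age term was estimated from the 4 B6-mt BPL mice. The log2 fold changes of this model therefore set the 4 B6-mt ALR mice against the 2 B6-mt BPL mice of 3 months, and the 2 B6-mt BPL mice of 4 months add to the estimate of the variance. A positive log2 fold change stands for higher expression in B6-mt ALR mice. Across the 27 pairs of mice of the same strain, Pearson's r of the log2 expression values, computed across genes, ranged from 0.962 to 0.986. The differences within these pairs exceeded the counting error, with a chi-square per degree of freedom from 21.1 to 107.7.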

Of the 13,967 expressed genes, 35 genes were differentially expressed between the B6-mt^BPL^ and B6-mt^ALR^ mice (*q* < 0.05; Figure 4A, Data S1). 

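The estimated counts of 20730 genes were above 0 in at least 1 of the 8 mice, and 13372 genes passed edgeR's filter for low counts. Of these, 318 genes had an adjusted p-value under 0.05, with 125 higher and 193 lower in the B6-mt ALR mice, and 2855 genes had an unadjusted p-value under 0.05. The count rose to 999 genes with DESeq2's Wald test, and it fell to 0 genes when all 11 mice were fitted with the replicate number as a block (1184 genes at an unadjusted p-value under 0.05). Numbers 5 to 7 occur only in B6-mt ALR mice, so the strain term with the block rests on the 4 pairs of mice that share a number, and in 3 of these pairs the B6-mt ALR mouse was 5 months and the B6-mt BPL mouse 3 or 4 months of age. Without the block, the 11 mice gave 14 genes with age as a covariate (2675 at an unadjusted p-value under 0.05) and 0 genes without it (2488). The 8 mice without the age term, where all 4 B6-mt BPL mice enter the difference, gave 198 genes. With 1 of the 8 mice left out in turn, 0 to 572 genes had an adjusted p-value under 0.05. The log2 fold change fell with the length of the transcripts of a gene, with a Spearman's rho of -0.47 across the 13372 genes, which are not independent replicates. Genes with transcripts shorter than 1539 bases had a median log2 fold change of 0.20, and genes with transcripts longer than 3604 bases had a median of -0.24. The median transcript length was 762 bases for the genes higher and 5346 bases for the genes lower in B6-mt ALR mice with an adjusted p-value under 0.05, compared to 2388 bases for all genes tested. For each mouse, the slope of its log2 expression, taken relative to the mean of the 8 mice, on log10 transcript length was computed. The slope was -0.22 ± 0.24 (SD, n = 4) in B6-mt ALR mice and 0.22 ± 0.18 (SD, n = 4) in B6-mt BPL mice, a difference that did not pass an exact permutation test (two-sided, p = 0.0571). The B6-mt BPL mice of 3 months, on which the log2 fold changes rest, had the highest slopes of the 8 mice, 0.32 and 0.41. Those of 4 months had 0.0043 and 0.14. Without the age term, Spearman's rho of the log2 fold change with length was -0.42. With the 7 B6-mt ALR mice of both ages, the exact permutation test of the slopes gave p = 0.0182. When the length trend of each mouse was taken out, 11 genes had an adjusted p-value under 0.05 (2006 at an unadjusted p-value under 0.05) and Spearman's rho was 0.02.

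**Figure D1:**
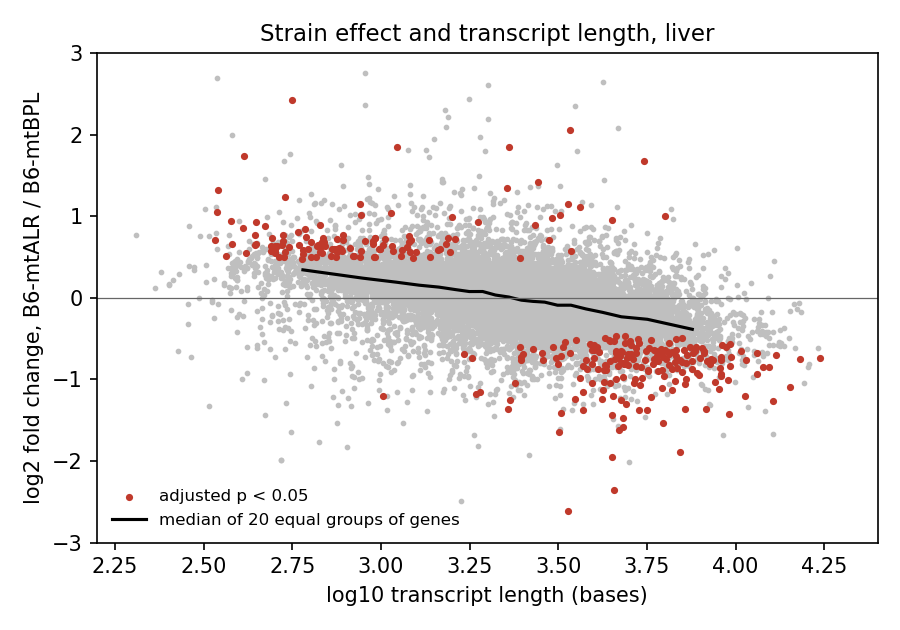
Log2 fold change between B6-mt ALR and B6-mt BPL mice against the log10 of the transcript length in bases. Each point is 1 of 13365 genes (7 lie outside the axes), red points are genes with an adjusted p-value under 0.05, and the line joins the medians of 20 groups of genes of equal size, which fall from short to long transcripts.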

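The expression of *G0s2*, *Leap2*, *Usmg5*, *Chchd1* and of *Rps27* and *Rps27a*, the cytosolic ribosomal protein genes among the 35 genes of Data S1, is given as CPM, counts scaled to the library size by edgeR, for the 4 B6-mt ALR and 4 B6-mt BPL mice of 3 to 4 months, with adjusted p-values from edgeR and positions on GRCm38. The CPM are means of all 4 mice per strain. The log2 fold changes set the 4 B6-mt ALR mice against the 2 B6-mt BPL mice of 3 months. They can therefore differ from the ratio of the means. For *Rps27a* the log2 fold change was 0.89 with the age term and 0.67 without it. *G0s2* (ENSMUSG00000009633) lies on chromosome 1 from 193272161 to 193273217. Its expression was 55.2 ± 13.7 CPM (SD, n = 4) in B6-mt ALR mice and 26.3 ± 5.03 CPM (SD, n = 4) in B6-mt BPL mice, a log2 fold change of 1.14 (standard error 0.24, adjusted p = 0.042). *Leap2* (ENSMUSG00000036216), on chromosome 11 from 53422181 to 53423170, was expressed at 57.2 ± 10.7 CPM (SD, n = 4) and 32.5 ± 1.42 CPM (SD, n = 4), a log2 fold change of 0.77 (standard error 0.17, adjusted p = 0.0481). *Usmg5* (ENSMUSG00000071528), on chromosome 19 from 47083464 to 47090647, was expressed at 77.8 ± 8.14 CPM (SD, n = 4) and 50.1 ± 4.22 CPM (SD, n = 4), a log2 fold change of 0.71 (standard error 0.12, adjusted p = 0.0302). *Chchd1* (ENSMUSG00000063787), on chromosome 14 from 20703006 to 20704425, was expressed at 22.7 ± 1.18 CPM (SD, n = 4) and 15.2 ± 1.03 CPM (SD, n = 4), a log2 fold change of 0.65 (standard error 0.11, adjusted p = 0.0302). The expression of *Rps27* (ENSMUSG00000090733, chromosome 3 from 90212522 to 90213651) was 102 ± 13.0 CPM (SD, n = 4) and 61.2 ± 10.0 CPM (SD, n = 4), a log2 fold change of 0.94 (standard error 0.14, adjusted p = 0.0239). For *Rps27a* (ENSMUSG00000020460, chromosome 11 from 29545846 to 29548109) the values were 233 ± 18.1 CPM (SD, n = 4) and 146 ± 25.8 CPM (SD, n = 4), a log2 fold change of 0.89 (standard error 0.12, adjusted p = 0.0206). For each of these genes every B6-mt ALR mouse of 3 months lay above every B6-mt BPL mouse (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 mice against 4 allow). These genes had been selected by the paper's test of the same data, so this p-value is not independent evidence. The transcripts of all of them are shorter than the median of the genes tested, from 341 bases for *Usmg5* to 871 bases for *G0s2*. Of the sequences of 31 bases in the transcripts, 43.4% of those of *Usmg5*, 27.6% of those of *Rps27* and 28.5% of those of *Rps27a* also occur in transcripts of other genes, compared to 0% for *G0s2*, *Leap2* and *Chchd1*.

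**Figure D2:**
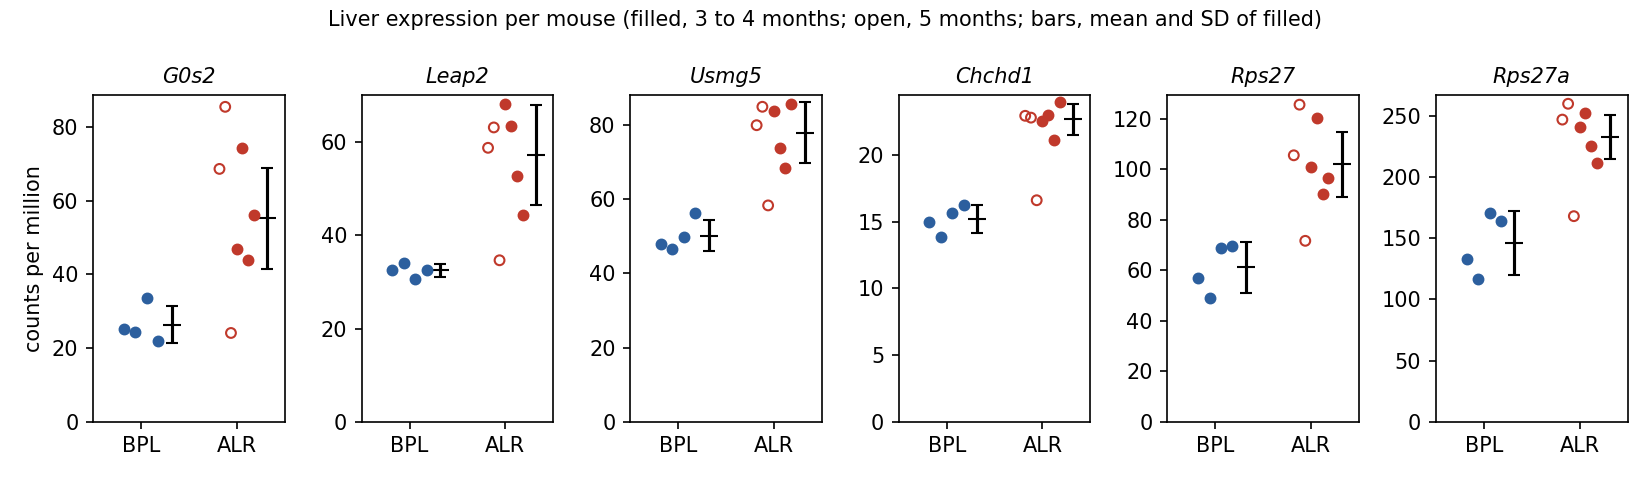
Liver expression in CPM per mouse, with filled points for mice of 3 to 4 months, open points for the B6-mt ALR mice of 5 months, and bars for the mean and SD of the filled points. Each filled B6-mt ALR point lies above all B6-mt BPL points of the same gene, and an open point, B6-mt ALR replicate 3, lies at 24.1 CPM for *G0s2* and at 34.7 CPM for *Leap2*.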

The genes upregulated in the B6-mt^ALR^ mice included *G0s2*, *Leap2*, *Usmg5*, *Chchd1* and ribosomal protein genes (Data S1). *G0s2*, a G0/G1 switch gene 2, shows an inhibitory capacity for the lipolytic enzyme adipose triglyceride lipase (ATGL) [26], and the deletion of *G0s2* ameliorates high-fat diet induced body weight gain and insulin resistance [27]. *Leap2* (liver-expressed antimicrobial peptide 2) was recently revealed as an endogenous antagonist of the ghrelin receptor, controlling the blood glucose levels depending upon the nutrient status [28], and *Usmg5* (upregulated during skeletal muscle growth 5) is also increased in B6-mt^ALR^ mice. The gene encodes the protein USMG5, which is also called DAPIT (diabetes-associated protein in insulin-sensitive tissues). This protein was initially discovered in insulin-sensitive tissues of the streptozotocin-induced diabetic rats [29], and its expression is reportedly higher in cells with a highly aerobic metabolism [30]. These findings indicate that the mutation in *mt-Nd2* has an influence on lipid and glucose metabolism, as well as ATP production in the respiratory chain. 

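The 7 B6-mt ALR mice of 3 and 5 months together gave log2 fold changes of 1.09 for *G0s2* (adjusted p = 0.0876), 0.78 for *Leap2* (adjusted p = 0.0713) and 0.61 for *Usmg5* (adjusted p = 0.0631) from edgeR with age as a covariate. In exact permutation tests of log2 CPM over the same 7 B6-mt ALR and 4 B6-mt BPL mice, p = 0.0212 was obtained for *G0s2*, p = 0.00606 for *Leap2* and p = 0.00303 for *Usmg5*, where the last is the smallest p that 7 mice against 4 allow. These p-values, too, are for genes selected by the paper's test of the same data. With the replicate number as a block, which rests on the 4 pairs of mice that share a number, the log2 fold changes were 0.99, 0.75 and 0.60 in the same order, each with adjusted p = 0.561. When the length trend of each of the 8 mice was taken out, they were 0.89 (adjusted p = 0.127), 0.41 (adjusted p = 0.302) and 0.25 (adjusted p = 0.386). An adjusted p-value under 0.05 was kept in 4 of the 8 fits that left out 1 mouse each for *G0s2* and *Usmg5*, and in 2 of the 8 for *Leap2*. From the higher expression of *G0s2*, *Leap2* and *Usmg5* in B6-mt ALR mice, and from what was known of these genes, the paper reasons that the mutation in *mt-Nd2* influences the metabolism of lipids and glucose and ATP production in the respiratory chain.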

*Chchd1* (coiled-coil-helix-coiled-coil-helix domain-containing 1) is one of the recently identified mitochondrial ribosomal proteins, MRPS37 [31], suggesting that the *mt-Nd2* variant affects mitochondrially encoded protein expression as well.

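The 13 protein genes of the mtDNA were tested as a family with limma's camera test, which compares the log2 fold changes of a set with those of all other genes. Their mean log2 fold change was 0.65 above that of the other genes (adjusted p = 2.5e-10 from limma), and 13 of 13 were higher in B6-mt ALR mice, 12 of 13 after the length trend was taken out. With the replicate number as a block, which rests on 4 pairs of mice of unequal age, the difference was 0.31 (adjusted p = 1.8e-05 from limma), with 11 of 13 higher, and with the block and the length correction together it was 0.06 (adjusted p = 0.261 from limma). With the correlation between genes estimated from the 8 mice, the camera test gave adjusted p = 0.172. *mt-Nd2* (ENSMUSG00000064345) was expressed at 4714 ± 786 CPM (SD, n = 4) in B6-mt ALR mice and 3556 ± 750 CPM (SD, n = 4) in B6-mt BPL mice, a log2 fold change of 0.55 (standard error 0.19, adjusted p = 0.144). An exact permutation test of *mt-Nd2* gave p = 0.0857 (two-sided). *mt-Nd5* (ENSMUSG00000064367) was expressed at 5233 ± 811 CPM (SD, n = 4) and 3971 ± 185 CPM (SD, n = 4), a log2 fold change of 0.42 (standard error 0.16, adjusted p = 0.158). The log2 fold changes of both genes rest on the 2 B6-mt BPL mice of 3 months, while the CPM are means of all 4. Without the age term they were 0.41 for *mt-Nd2* and 0.40 for *mt-Nd5*. Every B6-mt ALR mouse of 3 months was above every B6-mt BPL mouse for *mt-Nd5* (exact permutation test, two-sided, p = 0.0286), while over all 11 mice the exact permutation p was 0.8. The direction of *mt-Nd5* was reversed with the replicate number as a block (log2 fold change -0.14, adjusted p = 0.816), compared to 0.19 (adjusted p = 0.565) in all 11 mice with age and no block. All genes of the mtDNA together took 8.38% ± 0.69 (SD, n = 4) of the counts in B6-mt ALR mice and 6.34% ± 0.45 (SD, n = 4) in B6-mt BPL mice (exact permutation test, two-sided, p = 0.0286). In the B6-mt ALR mice of 5 months the shares were 6.20%, 6.15% and 7.26%, and over all 11 mice the exact permutation test gave p = 0.0727. The 78 genes of mitochondrial ribosomal proteins with the symbols *Mrpl* and *Mrps*, which do not include *Chchd1*, had a mean log2 fold change 0.34 above that of the other genes (adjusted p = 2.9e-20 from limma), with 78 of 78 higher in B6-mt ALR mice. After the length trend was taken out this difference was 0.11 (adjusted p = 0.000205), with 63 of 78 higher.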

Pathways upregulated in the B6-mt^ALR^ mice included the OXPHOS, MYC target, fatty acid metabolism, E2F target and mTORC1 signalling pathways (Figure 4B). 

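Mouse gene sets of Reactome were compared between the 4 B6-mt ALR and 4 B6-mt BPL mice by the camera test, with age as a covariate, an inter-gene correlation of 0.01 and adjustment over 18 sets. With this covariate the differences rest on the 2 B6-mt BPL mice of 3 months, since all 4 B6-mt ALR mice had this age. The Hallmark sets and the GAGE method of the paper were not used here, and no set stood for the MYC targets. The Reactome set of mTOR signalling holds components of the signalling pathway and not the Hallmark target genes, so it does not test the paper's mTORC1 result. The set nearest to OXPHOS, respiratory electron transport, held 75 of the genes tested, with a mean log2 fold change 0.43 above that of the other genes (adjusted p = 1.9e-25 from limma). Of these genes, 74 were higher in B6-mt ALR mice. The 25 genes of E2F mediated regulation of DNA replication lay 0.22 above the other genes (adjusted p = 0.0394), with 19 of them higher. The 84 genes of fatty acid, triacylglycerol and ketone body metabolism differed by 0.03 (adjusted p = 0.822), with 46 higher, and the 26 genes of mTOR signalling by -0.03 (adjusted p = 0.822), with 14 higher, so that no difference was detected for these sets. The alternative that moved respiratory electron transport most took the replicate number as a block, so that the difference rests on 4 pairs of mice, and removed the length trend, which left a difference of 0.08 (adjusted p = 0.00143) with 53 of 75 genes higher. The block alone gave 0.31 (adjusted p = 3.7e-22), and all 11 mice without block or age gave 0.31 (adjusted p = 2.0e-25). In the 8 mice without age it was 0.33 (adjusted p = 3.0e-20). With the inter-gene correlation estimated from the data, respiratory electron transport had adjusted p = 0.169 and the E2F set had adjusted p = 0.173. Taking out the length trend of the 8 mice changed the difference of the E2F set to 0.16 (adjusted p = 0.135), and that of respiratory electron transport to 0.15 (adjusted p = 1.2e-05). The 37 nuclear genes of complex I subunits (*Nduf*) lay 0.41 above the other genes (adjusted p = 9.6e-17), with 37 of 37 higher in B6-mt ALR mice and 28 of 37 after the length trend was taken out.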

The oncogene MYC reportedly targets genes involved in mitochondrial biogenesis, i.e., protein import, complex assembly and mitochondrial transcription/translation [32]. Recent studies showed that E2F regulates genes involved in mitochondrial functions via directly binding to their promoter regions (e.g., COX8 and CYB5-M), and through interactions with key regulatory factors of mitochondrial biogenesis, such as NRF1/2 and PGC-1 beta [33]. These pathway analysis data are in line with the phenotypes observed in the B6-mt^ALR^ mice, i.e., shorter lifespan (Figure 1) and altered mitochondrial functions (Figure 2). An additional pathway analysis using a different database also pointed in the same direction, i.e., the upregulation of mitochondrial bioenergetics in B6-mt^ALR^ mice (Figure S3A,B)

### 3.5. Earlier Onset of Glucose Intolerance Is Induced by High-Fat Diet Feeding in B6-mt^ALR^ Mice

Lastly, to investigate whether the lifespan-linked *mt-Nd2* mutation also contributes to other age-related phenotypes, we induced a diet-induced diabetes model in the female B6-mt^ALR^ and B6-mt^BPL^ mice. The high-fat diet (HFD) or control diet (CD) was started when mice were 4 weeks old. The HFD-fed mice acquired more body mass than did those fed the CD, while there was no strain difference in the HFD- nor CD-fed mice (Figure 5A). After 8 weeks of HFD feeding, an intraperitoneal glucose tolerance test (IPGTT) was performed, and the levels of glucose intolerance in the B6-mt^ALR^ mice were higher than those in the B6-mt^BPL^ mice, with a different time course in both strains (main effect of the strains: descriptive *p* = 0.0238, interaction between strains and time: descriptive *p* < 0.0001, two-way nonparametric analysis of variance; Figure 5B).

The levels of glucose and insulin in the morning-fasted serum samples were comparable between the two strains in the HFD-fed (Figure 5C), CD-fed groups (Figure S4A), and in random-fed groups (Figure S4B). The fructosamine levels were also unaltered between the random-fed B6-mt^BPL^ and B6-mt^ALR^ mice (Figure S4B), confirming that the basal glucose levels are similar between the strains. The lipid parameter assays revealed that the levels of total cholesterol in the HFD-fed mice mildly increased (Figure 5D) compared with those in the CD-fed mice (Figure S4C) and random-fed mice (Figure S4D). Interestingly, the levels of total cholesterol and high-density cholesterol (HDL) were lower in the HFD-fed B6-mt^ALR^ mice than those in the HFD-fed B6-mt^BPL^ mice (descriptive *p* = 0.0057 and 0.0038, respectively, *t*-test; Figure 5D), while the levels of low-density cholesterol (LDL) were unaltered, resulting in a lower ratio of HDL to LDL in the B6-mt^ALR^ mice compared to that in the B6-mt^BPL^ mice (descriptive *p* = 0.0054, *t*-test; Figure 5D). Changes in total cholesterol and the ratio of HDL to LDL were not detected in the CD-fed groups and random-fed groups (Figure S4C,D). Despite the unchanged triglyceride levels between the HFD-fed B6-mt^ALR^ and HFD-fed B6-mt^BPL^ mice, we observed that HFD-fed B6-mt^ALR^ mice exhibited lower levels of free fatty acid than did the HFD-B6-mt^BPL^ mice (descriptive *p* = 0.0115, *t*-test; Figure 5C), but this did not occur in the CD-fed mice (Figure S4C), suggesting impaired beta oxidation in the B6-mt^ALR^ mice under metabolic stress.

Cellular flux analysis was assessed in the primary hepatocytes isolated from the mice fed with HFD over 8 weeks, indicating the lower levels of basal respiration (descriptive *p* = 0.0389, *t*-test; Figure 5E) and OXPHOS-linked ATP levels (descriptive *p* = 0.0446, *t*-test; Figure 5F) in the cells prepared from the B6-mt^ALR^ mice than those in the cells from the B6-mt^BPL^ mice.

We also observed a mildly delayed glucose clearance in the CD-fed B6-mt^ALR^ compared to that of the CD-fed B6-mt^BPL^ mice again with a different time course in both strains (main effect of the strains: descriptive *p* = 0.0062, interaction between the strains and time: descriptive *p* = 0.0017, two-way nonparametric analysis of variance; Figure S4E). Furthermore, two independent IPGTT experiments, using regular chow-fed B6-mt^BPL^ and B6-mt^ALR^ mice, demonstrated a pattern of glucose clearance that was similar to that of the CD-fed mice (main effect of the strains: descriptive *p* = 0.3062, interaction between the strains and time: descriptive *p* = 0.0056, two-way nonparametric analysis of variance, Figure S4F), confirming that the impaired glucose metabolism was caused by the mutation in *mt-Nd2*. In line with this result, an indirect calorimetric cage analysis of the regular-chow-fed B6-mt^BPL^ and B6-mt^ALR^ mice showed lower levels of respiratory exchange ratio (RER) in the B6-mt^ALR^ mice compared with those in the B6-mt^BPL^ mice, indicating the preference of fat to glucose as an energy source in the B6-mt^ALR^ mice (descriptive *p* = 0.0382, *t*-test, Figure S4G). We did not observe any difference in energy expenditure, locomotor activity, or food intake levels other than water intake (Figure S4H–K).

## 4. Discussion

In the present study, we presented experimental evidence that variations in mtDNA encoded complex I genes, i.e., *mt-Nd2* and *mt-Nd5*, differentially affected lifespan and metabolic phenotypes in mammals. Our results are in line with previously reported studies using Drosophila carrying a mutation in the ND2 gene (*ND2^del1^*), i.e., shorter lifespan as well as impaired fat storage, apart from Leigh syndrome-like (or spontaneous) neurological dysfunction [19,34]. These studies suggested that ND2 mutations led to the shorter lifespan.

Mitochondrial functional studies using liver-mitochondria, cellular and tissue proteins did not exhibit major differences at the basal levels between the B6-mt^ALR^ and B6-mt^BPL^ mice. In fact, the impact of the *mt-Nd2* variant on the complex I activity was minimal, with only a tendency of reduced activity in young B6-mt^ALR^ mice compared to age-matched B6-mt^BPL^ mice. Other OXPHOS complexes activities (complex III, IV and V; values were normalised to the individual CS activity) were also comparable between the two strains. At the same time, when normalised to complex I activity, the activity levels of these three OXPHOS complexes exhibited a tendency towards higher levels in B6-mt^ALR^ mice compared to those in B6-mt^BPL^ mice (CIII/CI, 3.76± 0.3156 in B6-mt^BPL^ vs. 5.028± 0.4504 in B6-mt^ALR^, descriptive *p* = 0.0396; CIV/CI, 2.652 ± 0.4682 in B6-mt^BPL^ vs. 3.139 ± 0.5759 in B6-mt^ALR^, descriptive *p* = 0.5340; CV/CI, 3.142 ± 0.3037 vs. 4.735 ± 0.5585, descriptive *p* = 0.0265; unpaired *t*-test), suggesting that these OXPHOS complexes increase their activities to compensate the mildly reduced complex I activity caused by the *mt-Nd2* variant. This observation may explain why B6-mt^ALR^ mice showed a mild increase of superoxide levels and slightly higher levels of mitochondrial membrane potential at the basal levels, but no large statistically significant differences compared to B6-mt^BPL^ mice. However, once the cells received additional stimuli, i.e., immunological- (for lymphocytes) or metabolic stress (for hepatocytes), the levels of oxygen consumption, OXPHOS-linked ATP production and mitochondrial superoxide were significantly lower in the B6-mt^ALR^ mice than those in the B6-mt^BPL^ mice. This effect is likely caused by the lower levels of spare capacity and maximal respiration in the B6-mt^ALR^ mice. In addition, glucose and lipid metabolism were skewed in this mouse strain. These alterations potentially resulted in a shorter lifespan and a higher susceptibility to diet-induced glucose intolerance in the B6-mt^ALR^ mice. Interestingly the RNA-seq data pointed that the pathways involved in the *mt-Nd2* mutant mice were mitochondrial pathways, e.g., OXPHOS pathways and metabolic pathways as well as the ageing-related mammalian target of rapamycin (mTOR) pathway.

Another potential functional consequence of the *mt-Nd2* variant in the B6-mt^ALR^ mice was the altered levels of tryptophan, but not NAD^+^ levels. Tryptophan is an essential amino acid that is metabolised by the kynurenine pathway through a series of metabolic reactions, and consequently NAD^+^ is synthesised [35]. Tryptophan is only obtained through dietary intake, and no difference was observed in the levels of food intake between the strains in our indirect calorimetric cage data. This result suggests that the higher levels of tryptophan were due to the intrinsic metabolic alteration in the B6-mt^ALR^ mice. A previous study demonstrates that tryptophan induces the phosphorylation of the mTOR, and accelerates non-alcoholic fatty liver disease in mice [36], suggesting that the higher levels of tryptophan may contribute to shorten the lifespan in the B6-mt^ALR^ mice by activating the mTOR pathway, which is in line with our RNA-seq data.

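In the mouse reference mtDNA (GRCm38, chromosome M), *mt-Nd2* (ENSMUSG00000064345) lies on the plus strand from 3914 to 4951 and is 1038 bases long. Counted from 1 at the start of the reference mtDNA, codon 276 occupies positions 4739 to 4741 and reads CTA, which encodes leucine in the vertebrate mitochondrial code. The change C4739A makes this codon ATA, which encodes methionine. Position 4738 is the last base of codon 275, which reads TGT and encodes cysteine. The reference sequence from 4719 to 4759 is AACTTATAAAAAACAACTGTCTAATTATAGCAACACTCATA.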

Interestingly, the m.4738C>A mutation, which is carried by the B6-mt^ALR^ mice, causes the amino acid substitution of leucine to methionine at the 276th peptide (Leu276Met). The 276th peptide of human ND2 is also leucine, and this residue is known as the binding site for 1,2-dioleoyl-sn-glycero-3-phosphoethanolamine (https://www.ebi.ac.uk/pdbe/entry/pdb/5xtc/protein/17), suggesting that the mutation could potentially affect the binding capacity and/or affinity to glycerolipids, which are the components of the mitochondrial inner membrane. It is tempting to speculate that the *mt-Nd2* mutation alters the structure of mitochondrial complex I, or supercomplex, which may change its function, particularly under stress conditions, without influencing the protein levels of complex I subunits. A study to confirm the structural alteration by the *mt-Nd2* mutation (m.4738C>A), e.g., complex I assembly analysis, will be performed in the future. We also evaluated the potential impact of m.11902T>C variant in B6-mt^BPL^ mice on the protein structure using the same database, however, the amino acid position affected by the variant (Phe54Leu) has not been reported as a potential binding site for any proteins.

In humans, variants in the *MT-ND2* gene, particularly m.5178C>A, exhibit a link with longevity [11] as well as lipid metabolism [14] and the incidence of age-related diseases, e.g., Parkinson’s disease [37]. For this particular variant, the A allele is associated with extreme longevity and is protective for the abovementioned diseases, suggesting that lifespan-associated mtDNA variants are also responsible for age-related disease susceptibility. This effect was particularly observed in female mice. This is consistent with the above-discussed previous report of Drosophila carrying the ND2 mutation, i.e., only female *ND2^del1^* mutant flies exhibited the behavioural phenotype [19]. However, we cannot exclude the possibility that there may be other phenotypes we did not investigate in this study, which this specific variant may affect only in males. For example, we recently reported that mice harbouring another maternally inherited natural mtDNA variant, m.15124A>G in the mitochondrially encoded cytochrome b gene (*mt-Cytb*) in complex III, developed spontaneous middle-aged obesity only in males [38]. In the present study, we demonstrated that the B6-mt^ALR^ mice, carrying the *mt-Nd2* (m.4738C>A) variant, showed a slightly but significantly shorter lifespan and a higher susceptibility to diet-induced glucose intolerance than did the B6-mt^BPL^ mice, which carry the wild type C allele at m.4378 in *mt-Nd2* and the mutant C allele at m.11902 in *mt-Nd5*. While the effect of each SNP appears to be variable in different species, it is clear that variations in the ND2 genes are linked with ageing and metabolic conditions both in mice and humans.

## Figures and Tables

**Figure 1:**
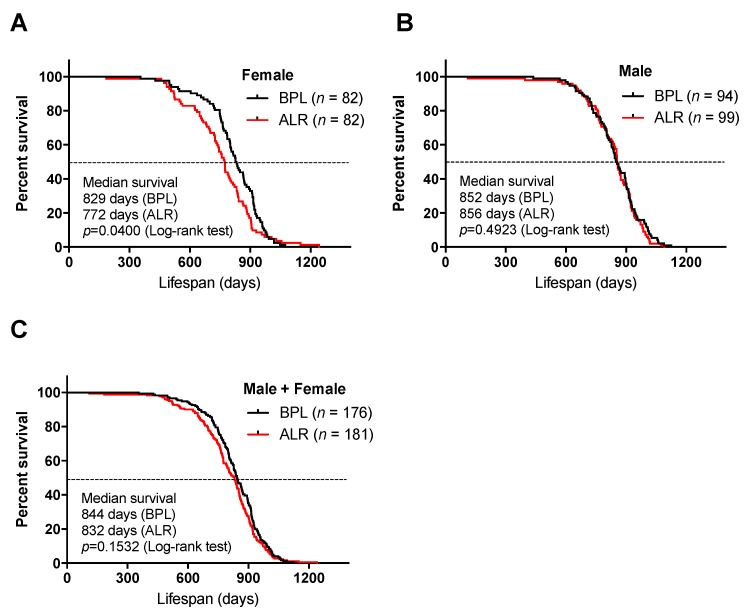
Lifespan study of B6-mt^ALR^ and B6-mt^BPL^ mice. (**A**–**C**) Survival curve of B6-mt^ALR^ and B6-mt^BPL^ mice. Females (**A**), males (**B**) and both sexes (**C**). BPL: B6-mt^BPL^; ALR: B6-mt^ALR^.

**Figure 2:**
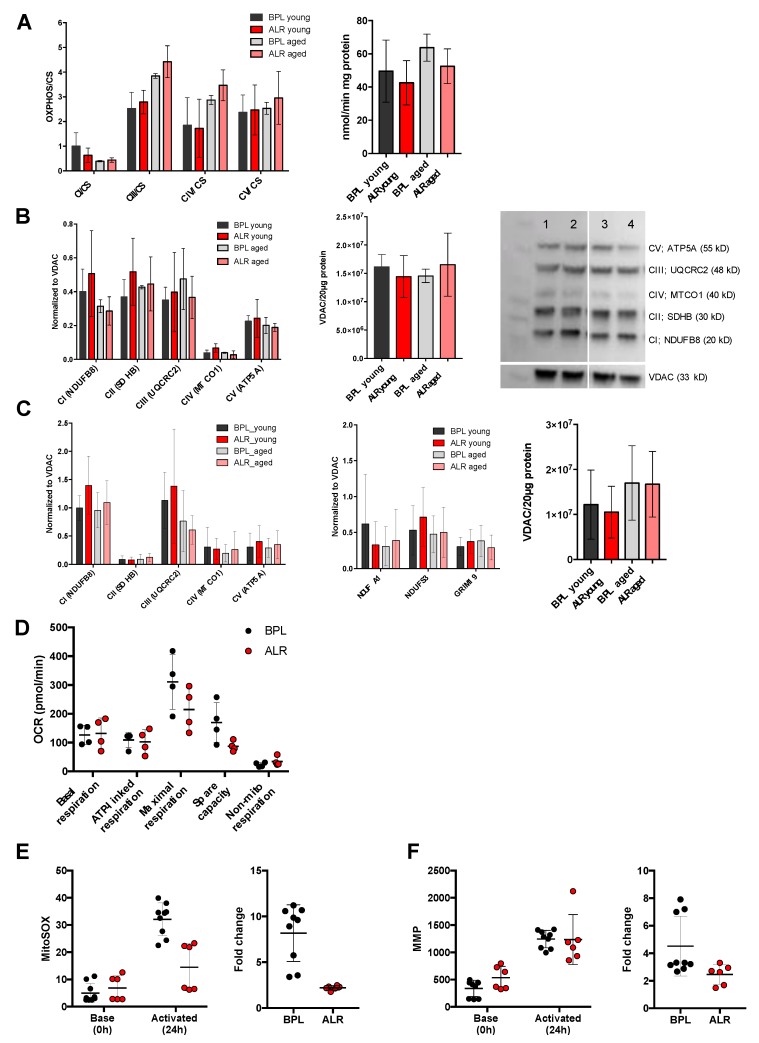
Mitochondrial functional consequence of the mutation in *mt-Nd2* in B6-mt^ALR^ female mice. (**A**) Oxidative phosphorylation (OXPHOS) complex activities were measured in liver mitochondria isolated from B6-mt^BPL^ and B6-mt^ALR^ mice. OXPHOS activities were normalized to each citrate synthase (CS) activities (left panel). No significant difference in activities was detected between the strains in both age groups. Activities in complex III normalised to CS activities were increased in ageing in both strains, however, no difference was observed between strains. CS activities are shown in the right panel. BPL: B6-mt^BPL^; ALR; B6-mt^ALR^; young: 3–4-month-old mice; old: 18–22 months old. *n* = 15 (BPL, young), *n* = 14 (ALR, young), *n* = 4 (BPL, aged), and *n* = 3 (ALR, aged). Descriptive *p* = 0.0011 (BPL, young vs. BPL, aged), descriptive *p* = 0.0004 (ALR, young vs. ALR, aged), one-way ANOVA. (**B**) Quantified values of Western blotting of liver samples demonstrated comparable protein levels of mitochondrial OXPHOS subunits (left panel). *n* = 3/strain (young), *n* = 4/strain (aged). Same samples tested in the left panel were quantified for VDAC (middle panel). Representative Western blotting picture of liver samples (right panel). 1: young B6-mt^BPL^; 2: young B6-mt^ALR^; 3: aged B6-mt^BPL^; 4: aged B6-mt^ALR^. (**C**) Quantified values of Western blotting of heart samples showed comparable protein levels of mitochondrial OXPHOS subunits (left panel). *n* = 6 in each group. Levels of other complex I subunit proteins, i.e., NDUFA1, NDUFS3 and GRIM19, were unaltered in both strains. Same samples tested in the left panel were evaluated (middle panel). Same samples tested in the left and middle panels were quantified for VDAC (right panel). (**D**) Oxygen consumption was evaluated in skin fibroblast cell lines generated from B6-mt^BPL^ and B6-mt^ALR^. The levels of maximal respiration and spare capacity showed a trend of less in B6-mt^ALR^ fibroblasts compared with B6-mt^BPL^ cells. (**E**) Mitochondrial superoxide was measured in primary lymphocytes immediately after the isolation (base, 0h) and 24h-activation with anti-CD3 and anti-CD28 antibodies. Activated lymphocytes from B6-mt^ALR^ produced significantly less mitochondrial superoxide than those from B6-mt^BPL^. The fold change of the MitoSOX levels by activation was significantly lower in B6-mt^ALR^ cells than B6-mt^BPL^ cells. Values from viable cell population that were negative for Annexin V were taken for the analysis. Descriptive *p* < 0.0001, two-way ANOVA (left). Descriptive *p* = 0.0005, *t*-test (right). *n* = 9 (B6-mt^BPL^), *n* = 6 (B6-mt^ALR^). (**F**) Mitochondrial membrane potential was evaluated in the same primary lymphocyte samples as panel E. The geometric means of TMRE in MitoTrackerGreen positive viable cell population was taken as the mitochondrial membrane potential (MMP) value. The fold change of MMP by activation was significantly less in B6-mt^ALR^ lymphocytes than B6-mt^BPL^ cells. descriptive *p* = 0.0445, *t*-test.

**Figure 3:**
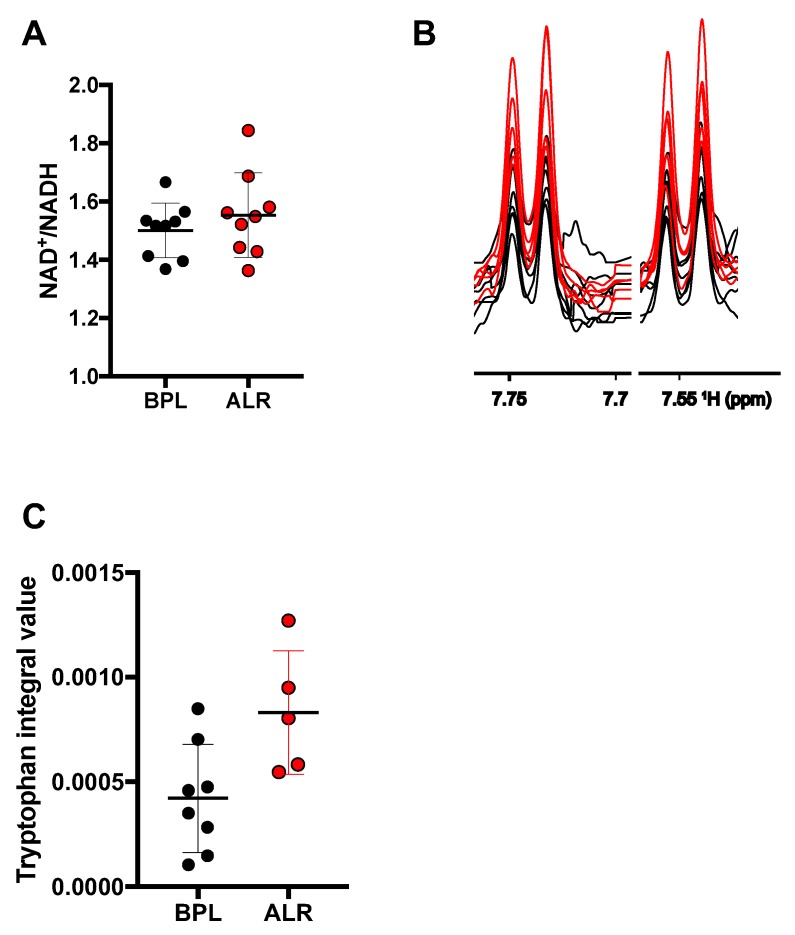
The mutation in *mt-Nd2* is associated with alteration of tryptophan levels. (**A**) A ratio of NAD^+^ to NADH was measured in liver tissues of young (3 months old) female B6-mt^BPL^ and B6-mt^ALR^ mice. No difference was observed (descriptive *p* = 0.3737, *t*-test). *n* = 9/strain. BPL: B6-mt^BPL^; ALR: B6-mt^ALR^. (**B**) A region of the NMR spectra of a well-separated signal of tryptophan in B6-mt^ALR^ fibroblast cell line (red) and B6-mt^BPL^ fibroblast cell line (black) is displayed. *n* = 5 (B6-mt^ALR^ cell lines), *n* = 7 (B6-mt^BPL^ cell lines). (**C**) Tryptophan levels identified in panel B were quantified and compared between the groups. The mean value of the two signals was compared. Descriptive *p* = 0.0295, *t*-test.

**Figure 4:**
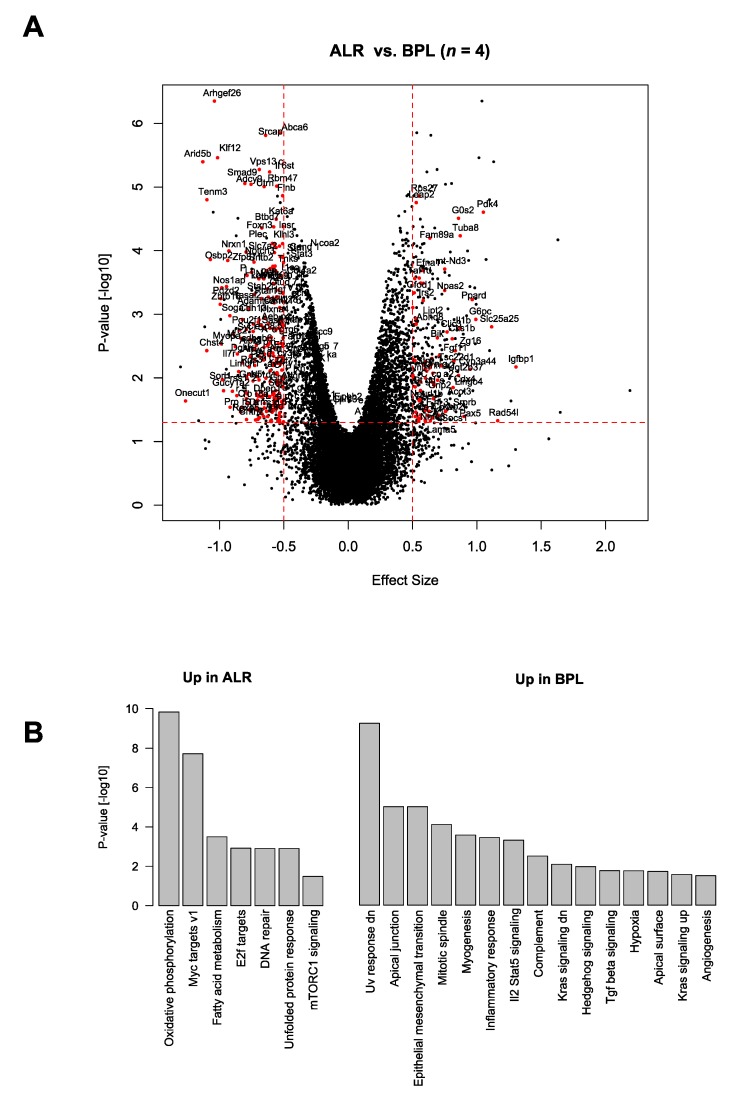
Transcriptome analysis revealed mitochondrial and age-related pathways were affected by the *mt-Nd2* mutation. (**A**) Differentially expressed genes between B6-mt^ALR^ and B6-mt^BPL^ mice. The volcano plot shows the effect size versus the -log10 *p*-value of differentially regulated genes. Genes with the expression levels *p* < 0.01 were plotted in red. *n* = 4/strain, female. BPL: B6-mt^BPL^; ALR: B6-mt^ALR^. (**B**) Hallmark pathway analysis show the pathways upregulated in B6-mt^ALR^ mice (left) and upregulated in B6-mt^BPL^ mice (right).

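The genes with the largest changes were taken from those with an adjusted p-value under 0.05 whose 4 B6-mt ALR mice all lay on one side of all 4 B6-mt BPL mice. The CPM are means of all 4 mice per strain, while the log2 fold changes rest on the 2 B6-mt BPL mice of 3 months. *Pdk4* (ENSMUSG00000019577), on chromosome 6 of GRCm38 from 5483351 to 5496309, was expressed at 42.5 ± 10.6 CPM (SD, n = 4) in B6-mt ALR mice and 10.2 ± 1.00 CPM (SD, n = 4) in B6-mt BPL mice, a log2 fold change of 2.05 (standard error 0.23, adjusted p = 0.0118). It kept an adjusted p-value under 0.05 after the length trend was taken out (log2 fold change 2.17, adjusted p = 0.0321). In the B6-mt ALR mice of 5 months its expression was 12.0, 20.3 and 8.53 CPM. *Ppard* (ENSMUSG00000002250), on chromosome 17 from 28232700 to 28301474, was expressed at 31.9 ± 12.0 CPM (SD, n = 4) and 7.65 ± 1.52 CPM (SD, n = 4), a log2 fold change of 1.84 (standard error 0.36, adjusted p = 0.0368), and at 8.75, 8.05 and 6.12 CPM in the B6-mt ALR mice of 5 months. The log2 fold change of *Ppard* was 1.85 (adjusted p = 0.112) after the length trend was taken out and 0.57 (adjusted p = 0.652) with the replicate block. The other increases were those of *Gm13461* (8.84), *Plac9a* (2.42) and *Gm11518* (1.74) as log2 fold changes. These genes share 70.7%, 99.7% and 100% of their sequences of 31 bases with other genes, and *Gm13461* was expressed at 2.48 ± 1.18 CPM (SD, n = 4) and 0.22 ± 0.36 CPM (SD, n = 4). The largest decreases were those of *Muc16* (log2 fold change -2.35), *Col6a3* (-1.95), *Lrp2* (-1.89), *Osbp2* (-1.64) and *Pcdhgb6* (-1.62). Except for *Col6a3* at 15.9 ± 5.08 CPM (SD, n = 4) and *Osbp2* at 3.18 ± 0.38 CPM (SD, n = 4) in B6-mt BPL mice, these were expressed at low levels, from 1.01 CPM for *Muc16* to 1.67 CPM for *Pcdhgb6* in B6-mt BPL mice. Of the sequences of *Pcdhgb6*, 57.9% occur in other genes.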

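Further Reactome sets with a counterpart among the pathways of Figure 4B, or named in the text, were compared in the same way, with differences in mean log2 fold change from the other genes and adjusted p-values from limma's camera test. The sets higher in B6-mt ALR mice were translation, with 142 genes and a difference of 0.42 (adjusted p = 1.9e-32), mitochondrial translation, with 87 genes and 0.32 (adjusted p = 1.5e-19), and signaling by Hedgehog, with 101 genes and 0.07 (adjusted p = 0.00669). The Hedgehog set did not pass with genes taken as independent (adjusted p = 0.278), nor with the replicate block, which rests on 4 pairs of mice, and the length correction (0.03, adjusted p = 0.114). The 81 genes of cytosolic ribosomal proteins lay 0.52 above the other genes (adjusted p = 2.8e-39), with 81 of 81 higher in B6-mt ALR mice. After the length trend was taken out, this was 0.20 (adjusted p = 3.8e-15), with 74 of 81 higher. Extracellular matrix organization, with 179 genes, was lower in B6-mt ALR mice (-0.36, adjusted p = 5.6e-11), as was cell junction organization, with 52 genes (-0.20, adjusted p = 0.00197). The unfolded protein response, with 15 genes, differed by 0.20 (adjusted p = 0.0551), by 0.23 (adjusted p = 0.00318) after the length trend was taken out, and by 0.05 (adjusted p = 0.636) with the replicate number as a block, where 7 of 15 were higher. No difference was detected for tryptophan catabolism (10 genes, 0.12, adjusted p = 0.354), DNA repair (128 genes, 0.03, adjusted p = 0.871), the complement cascade (24 genes, 0.01, adjusted p = 0.871) or signaling by the TGF-beta receptor complex (68 genes, 0.0041, adjusted p = 0.913).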

**Figure 5:**
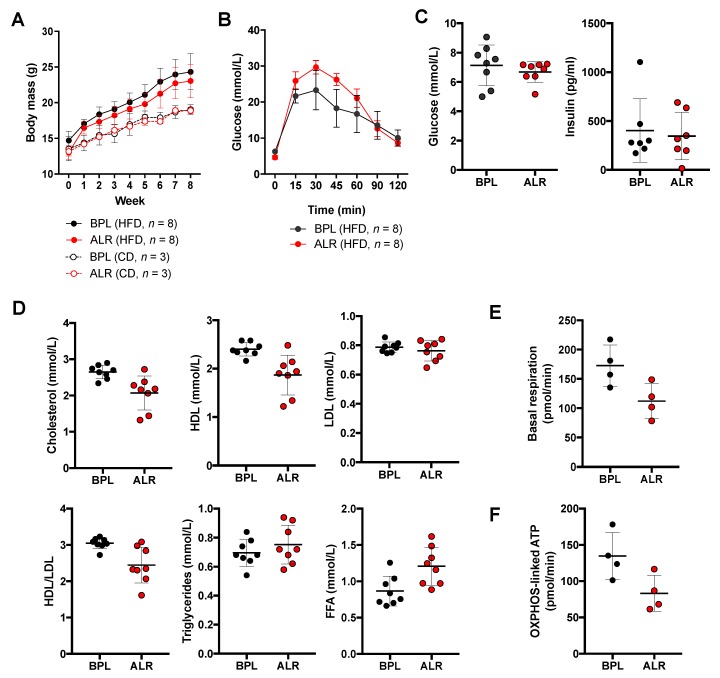
The B6-mt^ALR^ mice exhibited higher susceptibility to diet-induced glucose intolerance. (**A**). Female mice were fed with high fat diet (60 kJ% fat, *n* = 8/strain) or control diet (13 kJ% fat, *n* = 3/strain) for 8 weeks starting at 4 weeks of age. Body mass and weight gain due to the high fat diet were unaltered between strains. HFD: high fat diet; CD: control diet. BPL: B6-mt^BPL^; ALR: B6-mt^ALR^. (**B**) Intraperitoneal glucose tolerance test was conducted after 8 weeks of feeding. B6-mt^ALR^ mice exhibited impaired glucose tolerance compared to B6-mt^BPL^. Main effect of strains: descriptive *p* = 0.0238, interaction between strains and time: descriptive *p* < 0.0001, two-way nonparametric analysis of variance. (**C**) Levels of glucose and insulin were determined in morning-fasted serum samples obtained HFD-fed B6-mt^BPL^ and B6-mt^ALR^ mice. (**D**) Lipid profiles were measured in the same samples as tested in **c**. Cholesterol, descriptive *p* = 0.0057; HDL, descriptive *p* = 0.0038; HDL/LDL, descriptive *p* = 0.0054; FFA, descriptive *p* = 0.0115; *t* test. HDL: high-density lipoprotein; LDL: low-density lipoprotein; FFA: free fatty acids. (**E**,**F**) Primary hepatocyte prepared from mice fed with HFD demonstrated the levels of basal respiration and OXPHSO-linked ATP production were lower in hepatocytes from B6-mt^ALR^ than those from B6-mt^BPL^. Descriptive *p* = 0.0389 (**E**), descriptive *p* = 0.0446 (**F**), *t*-test.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/10/7/532/s1, Supplemental materials and methods, Figure S1: Data related to Figure 1, Figure S2: Data related to Figure 3, Figure S3: Data related to Figure 4, Figure S4: Data related to Figure 5, Table S1: List of mtDNA variations in *C57BL/6J-mt^BPL/1J^* and *C57BL/6J-mt^ALR/LtJ^*, Table S2: Nuclear genome homology of B6-mt^ALR^ and B6-mt^BPL^ mice to B6, Table S3: The statistical analysis for the lifespan of B6-mt^BPL^ and B6-mt^ALR^ mice, Data file S1 (xlsx): DEG (Differentially expressed genes) B6-mt^ALR^ vs B6-mt^BPL^.

# Supplementary material for: Maternally Inherited Differences within Mitochondrial Complex I Control Murine Healthspan
**Source:** Genes (Basel). 2019 Jul 13;10(7):532. doi: 10.3390/genes10070532
**Supplement:** Supplementary file 1

**Supplemental materials**

Supplemental materials and methods

References for supplemental experimental procedures

Figure S1: Data related to Figure 1.

Figure S2: Data related to Figure 3.

Figure S3: Data related to Figure 4.

Figure S4: Data related to Figure 5.

Table S1: List of mtDNA variations in *C57BL/6J-mt^BPL/1J^* and *C57BL/6J-mt^ALR/LtJ^*.

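Table S1 lists, for each of the strains, the base at the mtDNA positions where they differ and the change of amino acid. In the mouse reference mtDNA (GRCm38, positions counted from 1), *mt-Nd5* lies on the plus strand from 11742 to 13565 and is 1824 bases long. Position 11902 is the middle base of codon 54, which occupies 11901 to 11903 and reads TTT, encoding phenylalanine. The change T11901C makes this codon CTT, which encodes leucine, and the change T11902C makes it TCT, which encodes serine. The reference sequence from 11881 to 11921 is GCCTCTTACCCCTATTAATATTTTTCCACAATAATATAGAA.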

Table S2: Nuclear genome homology of B6-mt^ALR^ and B6-mt^BPL^ mice to B6.

Table S3: The statistical analysis for the lifespan of B6-mt^BPL^ and B6-mt^ALR^ mice.

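Data file S1 lists genes with the effect size of the strain and a q-value from the differential expression test of the paper. Among its genes, 35 have a q-value under 0.05, of which 8 are higher in B6-mt ALR mice. All 35 were among the genes tested with edgeR in the 8 mice of 3 to 4 months, and the direction of all 35 was that of Data S1. Of the 35, 27 had an adjusted p-value under 0.05 in these mice, and for 32 of them the 4 B6-mt ALR mice all lay on one side of the 4 B6-mt BPL mice. Their absolute log2 fold changes ranged from 0.40 to 1.44. The transcripts of the genes higher in B6-mt ALR mice had a median length of 585 bases, and those of the genes lower in B6-mt ALR mice a median of 6133 bases. Of the 1999 genes of Data S1 read here, 1975 were tested, and 1955 of these had the direction of Data S1.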

Data file S1 (xlsx.): DEG (Differentially expressed genes) B6-mt^ALR^ vs B6-mt^BPL^.

**Supplemental materials and methods**

**Cell culture**

**Fibroblast cell line generation.** Primary skin fibroblasts were prepared from female B6-mt^ALR^ and B6-mt^BPL^ mice as previously described^1^, and the cell samples (passage 1) were sent to InSCREENeX (InSCREENeX GmbH, Braunschweig, Germany) and immortalised to generate conplastic fibroblasts carrying respective mutations in mtDNA. The mtDNA of the generated cell lines were deep-sequenced using Illumina MiSeq platform as previously described^2^, and the variations were identical to each conplastic mouse strain as shown in **Table S1**.

**Genotyping**

**Next generation sequencing of whole mitochondrial genome.** Total DNA was isolated from conplastic skin fibroblast cell lines, and deep-sequencing for the whole mtDNA was performed as previously described^2^.

**Nuclear genome SNP genotyping.** Total tail DNA samples were genotyped for 77,808 SNP markers in nuclear genome using the Mouse Universal Genotyping Array (MegaMUGA, GeneSeek Europe, Scotland, UK). Array processing and genotype calling were performed by GeneSeek as previously described^3^.

**Mitochondrial functional studies**

**Measurement of hydrogen peroxide.** Hydrogen peroxide content in liver mitochondrial was measured using Amplex Red H_2_O_2_ assay kit (Thermo Fisher Scientific).

**Mitochondrial superoxide and mitochondrial membrane potential measured in primary mouse lymphocytes.** Mitochondrial superoxide and mitochondrial membrane potential (MMP) were assessed in primary lymphocytes immediately after the preparation and after 24 hours activation with anti-CD3 and anti-CD28 antibodies (eBioScience). Cells were washed with 2 % FBS in PBS (FACS buffer) and stained with 5µM MitoSOX Red (Invitrogen) for 10 minutes at 37 °C, followed by Annexin V-APC (eBioScience) staining for 10 min at room temperature and measurement. For MMP, cells were stained with 300 nM of tetramethylrhodamine, ethyl ester (TMRE, Invitrogen) and 200nM of MitoTrackerGreen (Invitrogen) for 15 min at 37 °C and washed with FACS buffer twice. Signal was detected using FACSCalibur (BD Bioscience). Data was analysed using the software FlowJo, and the geometric means of the MitoSOX signal in the Annexin V-negative lymphocyte population were taken as the MitoSOX value, and the geometric mean of TMRE signal in the MitoTrackerGreen-positive viable cell population was taken as the MMP value.

**Mitochondrial respiratory chain complex activities.** Mitochondrial respiratory chain complex activities were measured in liver-isolated mitochondria obtained from both B6-mt^ALR^ and B6-mt^BPL^ female mice as previously described^2^.

**Mitochondrial oxygen consumption (Seahorse XF analyzer).** To evaluate the metabolic phenotype of skin fibroblast cell lines and primary hepatocytes isolated from mice, oxygen consumption (OCR, in pmol/min) was measured using the Seahorse XF24 analyzer (Agilent, North Billerica, USA) as previously described^4^. Primary mouse hepatocytes were prepared as previously described, and hepatocytes were plated at 10^4^ cells per well, and cultured in high glucose DMEM (4.5 g/L) in a gelatine-coated 24-well Seahorse XF24 cell culture plate overnight, and the assay was performed on the following day of the preparation. Conplastic fibroblast cell lines were resuspended into DMEM, plated onto a 24-well Seahorse XF24 cell culture plate at 10^4^ cells per well, and cultured overnight to allow cells to attach the plate. Measurement was started after replacing the medium into XF MitoStress assay buffer (DMEM without bicarbonate supplemented with 4.5 g/L D-glucose, 2 mM L-glutamine, 1mM pyruvate, pH 7.4). After base line measurement, 1µM oligomycin was added to inhibit the ATP synthase, thereby determine ATP-linked oxygen consumption and proton leak. Next, 0.4 µM FCCP was administrated to uncouple the mitochondrial membrane potential, allowing maximum electron flux to determine maximal respiration and spare capacity. Finally, a mixture of 1 µM antimycin A and 1 µM rotenone was added to completely block mitochondrial electron transport and define the non-mitochondrial oxygen consumption. Calculation of basal oxygen consumption, OXPHOS-linked ATP production, maximal respiration, spare capacity, and non-mitochondrial respiration values were conducted according to the previous report^5^.

**NAD^+^ and NADH determination in liver tissues.** NAD^+^ and NADH were measured in mouse liver tissues using Amplite^TM^ NAD^+^/NADH Ratio Assay Kit (AAT Bioquest®, Inc. Sunnyvale, CA, USA), according to the manufacturer’s protocol.

**Analysis of tryptophan levels in fibroblasts using nuclear magnetic resonance (NMR).** Conplastic skin fibroblast cell lines carrying either *mt-Nd2* or *mt-Nd5* mutations were prepared to be used for NMR analysis. Sample preparation was performed as previously described^6^. All steps have been performed at 4°C. In brief, the cell pellets were lysed by adding 900 µl of a 2:1 mixture of chloroform/methanol and sonication. An equal volume of chloroform saturated water was added and after phase separation by centrifugation the upper aqueous phase was lyophilized and stored at -80 °C. The water-soluble metabolites were dissolved in 180 µl of 100 mM sodium phosphate buffer, 0.1 mM TSP-*d*_4_, pH 7.4 in D_2_O. NMR measurements (pulse sequence noesypr1d) were performed on a Bruker Avance 500 equipped with a TCI cryo probe at 298 K system temperature (Bruker, Massachusetts, USA). The residual water signal was suppressed by saturation during the relaxation delay (3 s) and the mixing time (0.1 s). The spectra have been manually phased, base line corrected and referenced via the TSP-*d*_4_ main signal at 0 ppm. Regions containing resonances of water (4.54 – 5.2 ppm), chloroform (7.66 – 7.7 ppm), DMSO (2.725 – 2.75 ppm), methanol (3.329 – 3.382 ppm), ethanol (1.16 – 1. 214 ppm, 3.575 – 3.713 ppm), and TSP-*d*_4_ (-0.2 – 0.2 ppm) were excluded before normalization of the spectra and subsequent data analysis of the tryptophan levels.

**Western blotting.** Liver and heart tissues were prepared as previously described^2^. Western blotting was performed with antibodies against OXPHOS proteins (MitoProfile Total OXPHOS Rodent WB Antibody Cocktail; Abcam, Cambridge, UK), NDUFA1 (rabbit polyclonal, Abcam), NDUFS3 (17D95, Abcam), GRIM19 (6E1BH7, Abcam), and VDAC (rabbit polyclonal, EMD Millipore, Darmstadt, Germany) for heart protein, and with those against HSP60 (N-20, Santa Cruz Biotechnology, Inc., Heidelberg, Germany) and HSP90 (Clone 68, BD Biosciences, Heidelberg, Germany) for liver protein. HRP-labelled anti-goat IgG, anti-rabbit IgG and anti-mouse IgG (Agilent Technologies, Hamburg, Germany) were used as secondary antibodies.

**Metabolic phenotyping**

**High fat diet feeding experiment.** Feeding scheme was described in Mice and husbandry. Body mass of each mouse was evaluated weekly, and the intraperitoneal glucose tolerance test was conducted at 8 weeks of feeding.

**Intraperitoneal glucose tolerance test (IPGTT).** Mice were fasted for 18 hours and then glucose (2 g/kg) was intraperitoneally injected. Glucose was determined from tail vein blood before and 15, 30, 45, 60 and 120 min after glucose administration using a glucometer (ACCU-CHEKR Performa, Roche Diagnostics GmbH, Mannheim, Germany).

**Plasma parameter assay.** Determination of glucose, fructosamine, free fatty acids and total cholesterol, HDL and LDL in plasma was performed using an automated analyzer (Cobas Mira S, Hoffmann-La Rosche, Basel, Switzerland) with the appropriate commercially available reagent kits (glucose HK, fructosamine, cholesterol PAP, Diatools, Villmergen, Switzerland; and NEFA HR, Wako, Neuss, Germany). Plasma insulin levels were measured using an immunoassay-based Mouse/Rat Insulin Kit on a Sector Imager (Meso Scale Discovery, Gaithersburg, MD, USA) according to the manufacturer’s instructions.

**Indirect calorimetric cage analysis.** Oxygen consumption, carbon dioxide production, food and water intake, and locomotor activity were continuously monitored using an open-circuit indirect calorimetry system (PhenoMaster System^TM^, TSE, Bad Homburg, Germany) as previously described^2^.

**Whole transcriptome analysis.** Total RNA was prepared from liver tissue using innuPREP RNA Mini Kit (Analytik Jena AG, Jena, Germany). Library preparation and deep sequencing was performed by Chronix Biomedical (Göttingen, Germany) on the Illumina platform. Fastq reads were pseudo-aligned to the mm10 genome assembly using Kallisto^7^ and transcript read counts were aggregated to Ensembl Gene IDs for further analysis. Differential gene expression analysis was performed via the R library sleuth^8^ using a linear model that accounted for mouse age and strain. Significance and effect sizes of differential gene regulation were calculated from the likelihood ratio and the Wald test, respectively, as implemented in the sleuth package. GO term and pathway enrichment analyses were performed based on the effect size between the different mouse strains or age using the generally applicable Gen Set Enrichment Analysis (GSEA), GAGE, which determines whether a set of genes is systematically up- or down-regulated as a whole ^9^. 

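GAGE compares the effect sizes of the genes in a set with those of all genes and treats genes as independent of each other. A test of this kind was computed on the log2 fold changes of the 8 mice as an alternative to the camera test, with the same sets. The adjusted p-value was 1.9e-11 for respiratory electron transport and 0.0828 for E2F mediated regulation of DNA replication. The self-contained rotation test fry of limma, which rotates residuals and keeps the correlation between genes, gave adjusted p-values of 0.0105 and 0.0714 for these sets.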

For gene set definitions, we used the Molecular Signatures Database (MSigDB) collections v.5.2 that were mapped to mouse ortholog Entrez IDs via the HGNC Comparison of Orthology Predictions (HCOP) (provided by the Walter and Eliza Hall Institute; <http://bioinf.wehi.edu.au/software/MSigDB/>). Gene sets with less than 10 or those with more than 500 members were discarded for statistical robustness and biological interpretation.

**Data availability.** RNA-seq data has been uploaded to Gene Expression Omnibus (GEO) with the ID GSE114256.

**References for supplemental experimental procedure**

1. Schauer, M. *et al.* A mutation in the NADH-dehydrogenase subunit 2 suppresses fibroblast aging. *Oncotarget* **6**, 8552–8566 (2015).

2. Hirose, M. *et al.* Low-level mitochondrial heteroplasmy modulates DNA replication, glucose metabolism and lifespan in mice. *Sci Rep* **8**, 5872 (2018).

3. Collaborative Cross Consortium. The genome architecture of the Collaborative Cross mouse genetic reference population. *Genetics* **190**, 389–401 (2012).

4. Hirose, M. *et al.* Mitochondrial gene polymorphism is associated with gut microbial communities in mice. *Sci Rep* **7**, 15293 (2017).

5. Dott, W., Mistry, P., Wright, J., Cain, K. & Herbert, K. E. Modulation of mitochondrial bioenergetics in a skeletal muscle cell line model of mitochondrial toxicity. *Redox Biol* **2**, 224–233 (2014).

6. Richer, B. C., Salei, N., Laskay, T. & Seeger, K. Changes in Neutrophil Metabolism upon Activation and Aging. *Inflammation* **41**, 710–721 (2018).

7. Bray, N. L., Pimentel, H., Melsted, P. & Pachter, L. Near-optimal probabilistic RNA-seq quantification. *Nat. Biotechnol.* **34**, 525–527 (2016).

8. Pimentel, H., Bray, N. L., Puente, S., Melsted, P. & Pachter, L. Differential analysis of RNA-Seq incorporating quantification uncertainty. *bioRxiv* (2016). doi:https://doi.org/10.1101/058164

9. Luo, W., Friedman, M. S., Shedden, K., Hankenson, K. D. & Woolf, P. J. GAGE: generally applicable gene set enrichment for pathway analysis. *BMC Bioinformatics* **10**, 161 (2009).

**Supplemental figures**

**Figure S1**

**A B**

**** **
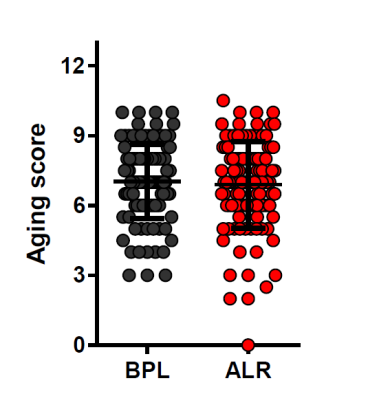
**

**C D**

**Figure S1: Date related to Figure 1.**

**A.** Spontaneous disease incidence in the lifespan study. The incidence of ulcerative dermatitis (UD), tumour, and arthritis were comparable between the strains. Sex-mixed analysis. One hundred seventy-six B6-mt^BPL^ and 181 B6-mt^ALR^ mice were evaluated for the ulcerative dermatitis and arthritis and 127 B6-mt^BPL^ and 137 B6-mt^ALR^ mice for tumour. BPL: B6-mt^BPL^; ALR: B6-mt^ALR^.

**B.** Ageing score evaluated in 112 B6-mt^BPL^ and 118 B6-mt^ALR^ mice at the moribund stage did not show the difference. Sex-mixed analysis.

**C.** Sexual maturity observed in 44 B6-mt^BPL^ and 38 B6-mt^ALR^ mice was comparable between strains, with a trend of earlier sexual maturity in B6-mt^ALR^ mice. VP; vaginal patency.

**D.** Plasma levels of IGF-1 exhibited age-related increased levels, with a trend of higher levels in aged B6-mt^ALR^ than B6-mt^BPL^.

**Figure S2**

**Figure S2: Data related to Figure 3**

NAD^+^, NADH, and total NADH and NAD^+^ values measured in the same samples tested in **Figure 3C**. The ratio of NAD^+^ to NADH presented in **Figure 3C** was calculated with the values in this figure. BPL: B6-mt^BPL^; ALR: B6-mt^ALR^.

**Figure S3**

**A**

**B**

**Figure S3: Data related to Figure 4.**

Gene set enrichment analysis of genes whose expression was affected by the *mt-Nd2* and *mt-Nd5* variation. The network represents the significant gene sets as nodes; with the node colour corresponding to the significance and the node diameter to the gene background indicate the most prominent function in the clustered nodes. Up-regulated pathways in the shorter-lived B6-mt^ALR^ (**A**), and up-regulated pathways in the longer-lived B6-mt^BPL^ mice (**B**).

**Figure S4**

**A B**

**C**

**** ****

**D**

**** ****

**E F**

**Figure S4 (cont.)**

**G H**

**
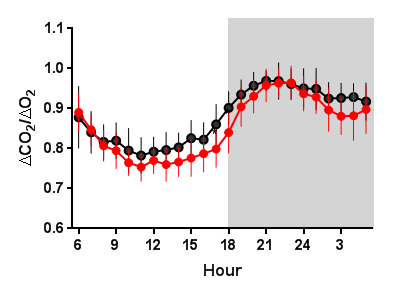
**
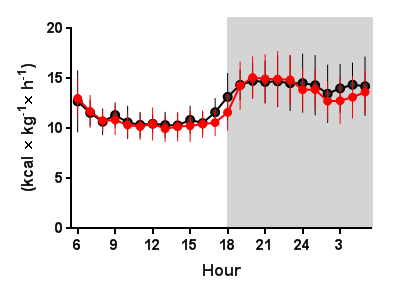

**I J**

**
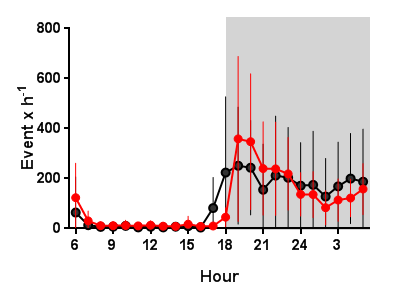
**

**K**

**
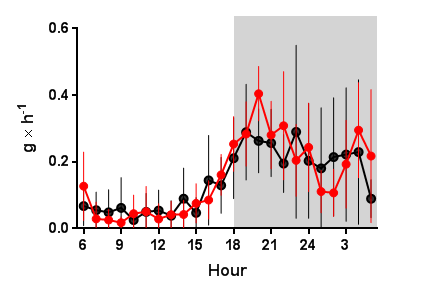
**

**Figure S4: Data related to Figure 5.**

**A.** Glucose and insulin levels were determined in morning-fasted control diet (CD)-fed female B6-mt^BPL^ and B6-mt^ALR^ mice. BPL: B6-mt^BPL^; ALR: B6-mt^ALR^.

**B.** Glucose, insulin and fructosamine levels were determined in random-fed female B6-mt^BPL^ and B6-mt^ALR^ mice.

**C, D.** Lipid parameters were measured in CD-fed female B6-mt^BPL^ and B6-mt^ALR^ (**C**), and random-fed female B6-mt^BPL^ and B6-mt^ALR^ (**D**).

**E.** The IPGTT result of control diet (CD; 13 kJ% fat)-fed mice. B6-mt^ALR^ mice showed mild, but impairment of glucose tolerance compared to B6-mt^BPL^ mice. Main effect of strains: descriptive *p* = 0.0062, interaction between groups and time: descriptive *p* = 0.0017, two-way non-parametric analysis of variance.

**F.** IPGTT was performed independently from the diet-experiment. Regular chow-fed mice were tested twice, and the presented graph includes data from the 2 independent experiments using 3 to 4 months old female mice. Main effect of strains: descriptive *p* = 0.3062, interaction between strains and time: descriptive *p* = 0.0056, two-way non-parametric analysis of variance.

**G-K.** Indirect calorimetric cage analysis of young (3–5 months old) female mice. Respiratory exchange ratio (G), energy expenditure (H), locomotor activity (I), food intake (J) and water intake (K) were evaluated, and under the curve (AUC) was compared between the strains. The left panels: descriptive *p* = 0.0503 (G); descriptive *p* = 0.0094 (J), two-way ANOVA. The right panels (AUC): descriptive *p* = 0.0382 (G); descriptive *p* = 0.0167 (J); *t-*test. *n* = 10 (B6-mt^BPL^); *n* = 12 (B6-mt^ALR^).

**Supplemental tables**

**Table S1: List of mtDNA variations in *C57BL/6J-mt^BPL/1J^* and *C57BL/6J-mt^ALR/LtJ^*.**

| Position | 4738 | 11902 |
| --- | --- | --- |
| Strain \| Gene | *mt-Nd2* | *mt-Nd5* |
| *C57BL/6J-mt^BPL/1J^* | C | C |
| *C57BL/6J-mt^ALR/LtJ^* | A | T |
| AA change | Leu-Met | Phe-Leu |

**Table S2: Nuclear genome homology of B6-mt^ALR^ and B6-mt^BPL^ mice to B6.**

| Strain | | | B6-mt^ALR^ | | | B6-mt^BPL^ | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ID | | | 39236 | 39178 | 54917 | 35811 | 31911 | 39444 |
| Sex | | | M | F | F | M | F | F |
| ChrB37 | PosB37 | SNPs |  |  |  |  |  |  |
| 1 | 156715218 | UNC010465120 | TT | TT | TT | ***TG*** | ***TG*** | TT |
| 3 | 84097284 | UNC030314030 | GG | GG | GG | ***N.D.**** | GG | GG |
| 3 | 120369799 | B6_03-120369799-S | AA | AA | AA | AA | ***N.D.**** | AA |
| 3 | 121531310 | UNC030194728 | CC | CC | CC | CC | ***CT*** | CC |
| 5 | 118166937 | B6_rs29730106 | AA | AA | AA | ***AG*** | ***AG*** | AA |
| 5 | 136917666 | B6_rs29500641 | TT | TT | TT | ***TG*** | ***N.D.**** | TT |
| 9 | 6238770 | B6_09-006238770-S | AA | AA | AA | ***AG*** | ***AG*** | AA |
| 11 | 87932613 | UNC20071212 | CC | CC | CC | ***N.D.**** | AA | AA |
| 11 | 120428220 | UNC20527000 | TT | ***N.D.**** | TT | ***TC*** | ***N.D.**** | ***N.D.**** |
| 14 | 22151051 | B6_rs31151615 | TT | TT | TT | ***TC*** | ***N.D.**** | TT |
| 14 | 22662231 | UNC140101805 | AA | AA | AA | ***AC*** | ***AC*** | AA |
| **nDNA homology to *C57BL/6J* (%)** | | | **100** | **99.999** | **100** | **99.988** | **99.988** | **99.999** |

*N.D.; no data due to the genotyping errors.

**Table S3: The statistical analysis for the lifespan of B6-mt^BPL^ and B6-mt^ALR^ mice.**

1. **Statistical analysis for survival curves; B6-mt^BPL^ versus B6-mt^ALR^.**

|  | *p*-value (log-rank) | *p*-value (Gehan) |
| --- | --- | --- |
| Total | 0.153 | 0.044 |
| Female | 0.040 | 0.00294 |
| Male | 0.492 | 0.874 |

1. **Survival times by sex.**

|  | N | Events | Median survival (days) | 95% CI |
| --- | --- | --- | --- | --- |
| Female | 164 | 164 | 800 | 774-832 |
| Male | 193 | 193 | 855 | 843-874 |

1. **Median survival times by strain.**

|  | N | Events | Median survival (days) | 95% CI |
| --- | --- | --- | --- | --- |
| B6-mt^BPL^ | 176 | 176 | 844 | 826-870 |
| B6-mt^ALR^ | 181 | 181 | 832 | 795-852 |

1. **Median survival times by strain and sex.**

|  | Sex | N | Events | Median survival (days) | 95% CI |
| --- | --- | --- | --- | --- | --- |
| B6-mt^BPL^ | Male | 94 | 94 | 852 | 829-896 |
|  | Female | 82 | 82 | 829 | 801-870 |
| B6-mt^ALR^ | Male | 99 | 99 | 856 | 843-885 |
|  | Female | 82 | 82 | 772 | 741-806 |

How the deposited data were processed for this re-analysis (not part of the article)

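Liver RNA of 11 female mice was sequenced by the authors, with 7 B6-mt ALR mice (3 of 5 months, 4 of 3 months) and 4 B6-mt BPL mice (2 of 3 months, 2 of 4 months). The authors pseudo-aligned the single-end reads to mouse transcripts of the mm10 assembly with kallisto, whose version and transcript release the paper's text does not name, and deposited for each mouse the estimated count of each transcript, which is not normalised. The deposited TPM values were computed by kallisto from the estimated counts and the effective transcript lengths, and each mouse sums to the same total. The TPM values were used for the abundance-weighted transcript length of each gene and in no test. The supplementary methods describe gene-level counts, a linear model with age and strain in sleuth, and GAGE with sets of MSigDB, and the legend of Figure 4B names Hallmark pathways. sleuth, GAGE and the Hallmark sets were not used here, and the bootstrap estimates of kallisto were not used here.

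Of the transcripts, 95213 (98.5%) matched the GENCODE M21 annotation by identifier, and the matched transcripts held at least 99.6% of the estimated counts of each mouse. The counts were summed per Ensembl gene and rounded. The total estimated count of the 11 mice ranged from 18145815 to 25074045. Shares of counts vary between mice by more than counting error, so spreads are given as SD over mice and no binomial interval is printed. No sequencing batch or date is named in the labels, and batches could therefore not be separated.

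The groups were formed from the strain, age and replicate of the labels. The extraction protocol in the labels names other strains than the titles, source names and strain fields, and the strain fields were used. The 8 mice of 3 to 4 months formed the comparison of the strains. Genes were kept by filterByExpr of edgeR with a minimum count of 10 and a minimum total of 15, and library sizes were scaled by TMM. The quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 was applied with age and strain in the model. As all 4 B6-mt ALR mice were 3 months of age, the strain term compares them with the 2 B6-mt BPL mice of this age, and the 2 of 4 months add to the estimate of the variance. p-values were adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold. Standard errors of log2 fold changes were derived from the quasi-likelihood statistic. Values named as log2 CPM hold a prior count of 0.5. Gene sets came from the mouse Reactome collection distributed with fgsea 1.28.0, and families of genes were formed by symbol. The camera test of limma 3.58.1 was applied to 18 sets with an inter-gene correlation of 0.01. Single values were compared between groups by exact permutation tests, two-sided, in which every regrouping of the mice was counted (35 splits of 8 mice with mirror images as 1, or 330 groups of 7 out of 11 mice). Ages were compared as 5 against 3 months in the 7 B6-mt ALR mice and as 4 against 3 months in the 4 B6-mt BPL mice with the same filter, scaling and test.

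The genes named in the text are those the paper names as upregulated, the ribosomal protein genes among the 35 genes of Data S1, *mt-Nd2* and *mt-Nd5*. To these were added the 5 largest increases and 5 largest decreases among genes with an adjusted p-value under 0.05 whose 4 B6-mt ALR mice all lay on one side of the 4 B6-mt BPL mice. The alternatives were DESeq2 1.42.0 with its size factors, RLE scaling and limma-trend. Others were a filter of 5 counts in 47% of the mice, no filter beyond 1 count, no age term, all 11 mice with and without age, and the replicate number as a block in all 11 mice, where the strain term rests on the 4 pairs of mice that share a number. Corrections were made for transcript length (a lowess curve per mouse with span 0.3), for length and GC content (a loess surface with span 0.5) and for effective length. The mitochondrially encoded genes were left out in a further fit, and each mouse was left out in turn. Sets were also tested with an estimated inter-gene correlation, with genes taken as independent and with the rotation test fry. The alternatives of the comparison of the ages of B6-mt BPL mice were chosen after the data were seen.

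The procedure was tested on simulated counts of 13372 genes with the mean expression of the data, of which 200 were changed by a log2 fold change of 2. edgeR recovered 200 of the 200 changed genes and called 9 others, DESeq2 called 16 others and limma-trend 14 others. The genes that passed the paper's test had smaller absolute log2 fold changes here, from 0.40 to 1.44. The simulation therefore does not show how many changes of that size would be recovered. With simulated length trends per mouse and no changed genes, edgeR called 1 gene, and 0 after the length correction. In the data, the length correction lowered the number of genes from 318 to 11. The simulated count therefore does not show that the 318 genes are free of the length trend. Sequences of 31 bases were compared between all transcripts of the annotation to measure how much of each named gene is shared with other genes. Sites in *mt-Nd2* and *mt-Nd5* were read from the GRCm38 sequence of the mtDNA with a flank of 20 bases.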

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

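The tests of the time of day and of transcript length for the comparison of ages were chosen after the result was seen. A sample far from the others of its group was sought in 69 groups of 4 to 7 mice, and 7 were found, while 3.45 are what chance alone gives at this threshold.

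The single mice far from the others of their group were these. B6-mt ALR replicate 7 had a fasting score of 0.35, against -0.20 for the nearest mouse of 3 months, and B6-mt BPL replicate 4 had 0.49 against -0.34. The fasting score is the mean log2 CPM of 14 genes induced by fasting, relative to the mean of all mice. The log2 CPM of *Chchd1* was 4.06 in B6-mt ALR replicate 3, of 5 months, the lowest of the 7 mice, with 4.59 as the highest. This mouse also had a slope on transcript length of 0.17, while B6-mt ALR replicates 1 and 2 of the same age had -0.39 each. The log2 CPM of *mt-Nd2* was 12.2 in B6-mt BPL replicate 4 against 11.7 for the nearest mouse. The log2 CPM of *Muc16* was -3.67 in B6-mt ALR replicate 7, far from the others both among the mice of 3 months (nearest -1.65) and among all 7 (nearest -1.98), at a level of 0.0566 CPM where few reads are counted. The log2 CPM of *Osbp2* was 1.40 in B6-mt BPL replicate 4 against 1.72. The design gives no condition that separates these mice from the others of their strain, and no biological explanation was tested. B6-mt BPL replicate 4 appears for 3 of these values, and its total estimated count of 24860033 lies within the range of the other mice.

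In the comparison of the ages of B6-mt ALR mice, 106 genes differed between the 3 B6-mt ALR mice of 5 months and the 4 of 3 months (68 higher and 38 lower at 5 months, 1344 at an unadjusted p-value under 0.05). Only 1 of the 35 splits of the 7 mice, the real one, gave as many, and the largest other count was 4. A bias by transcript length was tested, and the log2 fold change with age had a Spearman's rho of -0.13 with length, against -0.47 for the comparison of the strains. Between the ages of B6-mt BPL mice, 4 against 3 months, it was -0.30, so a relation with length also arose between mice of the same strain. A difference in the time of day at tissue collection was tested with a clock score, the mean of 5 genes including *Arntl* minus the mean of 8 genes including *Dbp*. The score differed by -3.73 between the ages (exact permutation test, two-sided, p = 0.0286, the smallest p that 3 mice against 4 allow), and it was lower in 3 of 3 mice of 5 months than in every mouse of 3 months. Of the 13 clock genes, 7 were among the 106 genes, such as *Arntl* (log2 fold change -1.62, adjusted p = 0.00323) and *Dbp* (5.84, adjusted p = 0.0148). A candidate explanation is therefore that the mice of 5 months were killed at another time of day. Age is the biological explanation that the design gives, and the 106 genes cannot be told apart from an effect of the time of day or of separate processing of the age groups, which the labels do not record. The difference between the ages of B6-mt BPL mice, 4 against 3 months, gave 16 genes (1456 at an unadjusted p-value under 0.05), and whether the strains differ in this was not tested.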

How the results depend on the processing

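The model, the samples, the rule for the named genes and the alternatives were chosen before the data were examined, except that the alternatives for the comparison of ages in B6-mt BPL mice were chosen afterwards, and the cause was not tested for any of the changes below. With limma-trend, RLE scaling, the filter of the paper's tool, no filter, or the mitochondrially encoded genes left out, the number of genes differing between the strains stayed within 1.5 times of 318. It was 999 with DESeq2, 198 without the age term, 117 with the effective length offset, 11 with the transcript length correction and 3 with the length and GC correction. With all 11 mice it was 14 with age (2675 at an unadjusted p-value under 0.05) and 0 without age (2488). With the replicate number as a block it was 0 (1184 at an unadjusted p-value under 0.05), and 0 with block and length correction together (766). With the block the difference rests on the 4 pairs of mice that share a number, in 3 of which the B6-mt ALR mouse was 5 months of age, so that strain and age are not separated there. Whether the numbers mark pairs is not known. Mice that share a number were not more alike than others (mean correlation -0.12 over 4 pairs, against 0.02 over 24 other pairs). It ranged from 0 to 572 across the 8 fits that each left out 1 mouse, where the 0 came with 1389 genes at an unadjusted p-value under 0.05. The fits without B6-mt BPL replicate 1 or 2, or without B6-mt ALR replicate 4 or 5, gave 8 genes at most. B6-mt BPL replicates 1 and 2 are the only ones of 3 months, and with the age term the difference between the strains rests on them.

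The direction of the named genes was kept by all alternatives except for *mt-Nd5*, which changed to -0.14 with the replicate block and to -0.21 with block and length correction. Of the 18 named genes, 16 were past the threshold. Of these 16, 15 lost it with the length correction, which left *Pdk4*, 14 lost it with all 11 mice and age, which left *Pdk4* and *Ppard*, and all 16 lost it with the replicate block. Of the 35 genes of Data S1, 34 or 35 had the direction of Data S1 under every alternative, and the 27 with an adjusted p-value under 0.05 became 0 to 31.

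Respiratory electron transport passed the threshold in every fit and set test run except for camera with estimated correlation, at the same difference of 0.43. It ranged from 0.08 to 0.44 across the alternatives and from 0.39 to 0.49 when mice were left out. The E2F set kept its direction and lost the threshold with a difference of 0.14 with the replicate block, 0.080 with block and length correction, 0.16 with the length correction, 0.14 with length and GC correction and 0.18 with effective length. It also lost it at 0.22 with camera and estimated correlation, with genes taken as independent and with fry. It ranged from 0.18 to 0.32 when mice were left out, and kept the threshold in 6 of these 8 fits. Some of the sets without a detected difference changed sign in some fits. Fatty acid metabolism was -0.022 without a filter, -0.041 without age, -0.015 with 11 mice and age, and -0.0017 with 11 mice and no age. mTOR signalling was 0.0094 with the replicate block, 0.062 with block and length correction, 0.026 with the length correction and 0.019 with length and GC correction. DNA repair was -0.0094 with block and length correction, -0.0051 with the length correction and -0.0054 with length and GC. The complement cascade was -0.15 without a filter, -0.0066 with block and length correction, -0.016 with the length correction and -0.029 with length and GC, and ranged from -0.022 to 0.057 when mice were left out. Signaling by the TGF-beta receptor complex was -0.026 without a filter, -0.0022 with 11 mice and no age, -0.0071 with the replicate block and -0.00078 with effective length, and ranged from -0.014 to 0.022 when mice were left out. With camera and estimated correlation, all 11 sets that had passed the threshold lost it, so 0 of the 18 sets passed (smallest adjusted p = 0.169).

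Spearman's rho of the log2 fold change with transcript length, -0.47, was 0.016 with the length correction, 0.021 with block and length correction and -0.042 with length and GC correction, which remove this relation by design. It kept its direction in the other fits. The 106 genes differing with age in B6-mt ALR mice became 301 with DESeq2 and ranged from 39 to 121 across the 7 fits that each left out 1 mouse. The 16 genes differing with age in B6-mt BPL mice became 187 with DESeq2 and 8 with the length correction, and mice were not left out there, since only 2 were studied per age. The low counts of *Gm13461*, *Muc16* and *Lrp2* limit the precision of their log2 fold changes, and the log2 fold change of Gm13461 was 3.50 without the age term instead of 8.84.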

Differences from the paper's values

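The paper gives 35 differentially expressed genes between the strains, and 318 genes had an adjusted p-value under 0.05 here in 8 mice. These mice were taken as those of the paper from the age and number it states. The effect sizes of Data S1 had a Pearson's r of 0.87 with the fit of these mice. It was 0.92 with the fit of all 11 mice, each with age as a covariate. Which mice entered the paper's test is therefore not settled, and both counts may not rest on the same mice. None of the alternatives set before the data were examined came within 1.5 times of the paper's 35. The nearest were 14 genes with all 11 mice and age as a covariate, 11 genes with the transcript length correction and 117 genes with the effective length offset.

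The paper states that the pathways of fatty acid metabolism and mTORC1 signalling were upregulated in B6-mt ALR mice. With Reactome sets in place of the Hallmark sets, fatty acid, triacylglycerol and ketone body metabolism differed by 0.03 in mean log2 fold change (adjusted p = 0.822 from the camera test) and mTOR signalling by -0.03 (adjusted p = 0.822). The Reactome set of mTOR signalling holds components of the signalling pathway and not the target genes of the Hallmark set. These values therefore do not test the paper's result for mTORC1 signalling, and the fatty acid sets, too, are not the same lists of genes.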

Other observations

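The test of respiratory electron transport against lists of matched length and the test of the time of day for *Pdk4*, *Igfbp1* and *G6pc* were chosen after the result was seen, since *Npas2*, a gene of the clock list, was already known to differ between the strains. The comparison with only those splits that part the mice numbered 4 was also chosen after the counts over all 35 splits were seen.

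The number of genes and the relation with transcript length were set against other splits of the same 8 mice. The same was done for the sets of respiratory electron transport, E2F, fatty acid metabolism and mTOR signalling, and not for the other sets. The strains share replicate number 4, and whether the numbers mark pairs is not known. Over all 11 mice, those that share a number were not more alike than others (mean correlation -0.12 over 4 pairs, against 0.02 over 24 other pairs). As a precaution the 20 splits that part the mice numbered 4 were used, and the 15 others keep these mice together. For the number of genes, 1 of the 20 splits, the real one, gave 318 or more, and the largest other count was 3. For respiratory electron transport and for the E2F set, 1 of the 20 splits gave a difference as large, with 0.32 and 0.21 as the largest others among the 20. Over all 35 splits, too, only the real one was as large for each of these 3 results. For mTOR signalling it was 1 of 20, and 3 of the 35. For fatty acid metabolism 11 of the 20 splits gave a difference as large, and 17 of the 35. For the relation with transcript length 4 of the 20 splits gave a correlation as strong, and 6 of the 35. With 20 splits the share cannot fall under 0.05, so the single counts among the 20 cannot by themselves exclude a split by chance. The relation with length was as strong in some other splits of the mice, while the slope on length of each mouse differed between the strains in all 11 mice (exact permutation p = 0.0182) and less clearly in the 8 (exact permutation p = 0.0571).

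Several explanations of the relation with transcript length were tested. If libraries differed in how well long transcripts were captured, the longer of 2 transcripts of the same gene would be lower in B6-mt ALR mice. In 2324 genes with 2 abundant transcripts, the log2 ratio of the longer to the shorter was instead 0.16 higher in B6-mt ALR mice (exact permutation test, two-sided, p = 0.0571, n = 4 per strain) and 0.25 higher with all 11 mice (exact permutation p = 0.0455), and 42.2% of the genes had the opposite sign. The estimated counts divide reads that both transcripts of a gene share, and the ratio depends on this division. The result therefore cannot decide whether the capture of long transcripts differed between libraries. Held at a fixed GC content, the Spearman's rho with length was -0.49, so GC content does not account for it. Across the 7 B6-mt ALR mice the total count was not related to the slope on length (Pearson's r 0.02, exact permutation p = 0.971, Spearman's rho 0.14, exact permutation p = 0.783). The log2 fold changes of 30 marker genes of endothelial cells, listed before they were examined, had a mean of -0.31, below all random lists matched on expression and transcript length, that is at percentile 0 of 10000 lists with a mean of -0.03. Some endothelial genes had been seen among the lower genes and were kept out of the list. The lists were matched on transcript length, so this lower mean is apart from the relation with length. Whether cell composition contributes to that relation was not tested. A lower share of non-parenchymal cells in the B6-mt ALR livers may explain the lower endothelial genes, as a hypothesis found and tested in the same data. For the relation with length, a split by chance was not excluded by the 8 mice.

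For respiratory electron transport, the mean log2 fold change of its 75 genes was 0.41, and random lists matched on expression and transcript length had a mean of 0.31, which is 75.3% of it. The set lay at percentile 99.93 of these lists. Random lists leave out the correlation between the genes of a set, so this percentile cannot decide whether transcript length accounts for all of the difference. With the correlation estimated from the data, the camera test of the set gave adjusted p = 0.169 without any matching on length. The nuclear complex I genes lay at percentile 94.4, and their difference was 0.12 with the transcript length correction (adjusted p = 0.00093). The mitochondrial ribosomal proteins lay at percentile 99.7. Across the 7 B6-mt ALR mice, of both ages, the score of respiratory electron transport fell with the slope on length of all other genes (Pearson's r -0.85, exact permutation p = 0.0228, adjusted p = 0.0456 over 2 relations; Spearman's rho -0.64, exact permutation p = 0.139). Without the 2 mice farthest from the median slope, Pearson's r was -0.02 over 5 mice, so the relation rests on those mice and leaves open whether the set follows the length trend of each mouse. This reading of the relation was settled after its values were seen. Within each age the mice were too few to repeat it.

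*Pdk4*, *Igfbp1* and *G6pc* were noticed as higher in B6-mt ALR mice of 3 months, with a difference of 1.76 in their mean log2 CPM, for which no p-value is given because the genes were chosen for it. A longer fast before tissue collection was tested with 14 other genes induced by fasting, whose mean did not differ (difference 0.10, exact permutation p = 0.6), although 10 of the 14 were higher. The clock score was higher in all 4 B6-mt ALR mice of 3 months, from 1.51 to 2.30, than in the 4 B6-mt BPL mice, from -2.68 to 0.82 (exact permutation test, two-sided, p = 0.0286). Of the 13 clock genes 1, *Npas2*, passed the threshold between the strains. The scores did not go together in every mouse, since B6-mt ALR replicate 2, of 5 months, had the highest mean of the 3 genes (1.15) at a clock score of -0.18, and B6-mt BPL replicate 1 had a mean of -0.82 at a clock score of 0.82. B6-mt ALR replicate 2 also had the highest fasting score (1.15). Replicate 7 among the B6-mt ALR mice of 3 months and replicate 4 among the B6-mt BPL mice were highest in both the fasting score and the 3 genes. B6-mt ALR replicate 4 (fasting score -0.31, mean 0.95) and B6-mt BPL replicates 1 (-0.50, -0.82) and 3 (-0.34, -1.52) broke this order. A longer fast of single mice was therefore not excluded. A difference in the time of day at tissue collection is a candidate explanation that these data do not settle. With all 11 mice the clock score did not differ between the strains (exact permutation p = 0.458).

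The effect sizes of Data S1 were correlated across genes with the log2 fold changes of each fit, which describes genes and not replicates. Pearson's r was 0.87 for the 8 mice with age, 0.92 for all 11 mice with age and 0.93 for all 11 mice without age. The values were higher for all 11 mice, so it is not settled that the paper's test held the 8 mice only.

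In the mouse reference mtDNA the base at position 4738 of *mt-Nd2* is T, the last base of codon 275, and the change that replaces leucine by methionine in codon 276 is C4739A. In *mt-Nd5*, the change T11901C replaces phenylalanine by leucine in codon 54, and T11902C gives serine. The positions in Table S1 are 4738 and 11902, and which reference they are counted in was not examined here.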
